# Selective targeting of the BRG/PB1 bromodomains impairs embryonic and trophoblast stem cell maintenance

**DOI:** 10.1126/sciadv.1500723

**Published:** 2015-11-13

**Authors:** Oleg Fedorov, Josefina Castex, Cynthia Tallant, Dafydd R. Owen, Sarah Martin, Matteo Aldeghi, Octovia Monteiro, Panagis Filippakopoulos, Sarah Picaud, John D. Trzupek, Brian S. Gerstenberger, Chas Bountra, Dominica Willmann, Christopher Wells, Martin Philpott, Catherine Rogers, Philip C. Biggin, Paul E. Brennan, Mark E. Bunnage, Roland Schüle, Thomas Günther, Stefan Knapp, Susanne Müller

**Keywords:** epigenetics, chromatin remodelling,embryonic stem cells, trophoblast stem cells, BRG, BRM, PB1, chemical probe, BAF complex

## Abstract

Mammalian SWI/SNF [also called Brg/Brahma-associated factors (BAFs)] are evolutionarily conserved chromatin-remodeling complexes regulating gene transcription programs during development and stem cell differentiation. BAF complexes contain an ATP (adenosine 5′-triphosphate)–driven remodeling enzyme (either BRG1 or BRM) and multiple protein interaction domains including bromodomains, an evolutionary conserved acetyl lysine–dependent protein interaction motif that recruits transcriptional regulators to acetylated chromatin. We report a potent and cell active protein interaction inhibitor, PFI-3, that selectively binds to essential BAF bromodomains. The high specificity of PFI-3 was achieved on the basis of a novel binding mode of a salicylic acid head group that led to the replacement of water molecules typically maintained in other bromodomain inhibitor complexes. We show that exposure of embryonic stem cells to PFI-3 led to deprivation of stemness and deregulated lineage specification. Furthermore, differentiation of trophoblast stem cells in the presence of PFI-3 was markedly enhanced. The data present a key function of BAF bromodomains in stem cell maintenance and differentiation, introducing a novel versatile chemical probe for studies on acetylation-dependent cellular processes controlled by BAF remodeling complexes.

## INTRODUCTION

The combinatorial assembly of alternative Brahma-associated factor (BAF) family members creates a diverse family of cell type–specific remodelling complexes that exert context-dependent functions. Comparison with simple eukaryotes such as yeast showed that the central core of five orthologs (BRG1/BRM, BAF155/170, BAF60, BAF53a/b, and BAF47) is evolutionarily conserved. In mammals, several additional subunits are present (BAF250a/BAF250b, BAF200, BAF45a/b/c/d, BRD9/BRD7, and BAF57), which may be supplemented with cell type–specific BAF subunits that regulate tissue-specific gene transcription programs (*1*, *2*). For example, distinct BAF complexes [polybromo-BAF (PBAF)] that harbor an additional subunit BAF180 [polybromo-1 (PB1)] have been identified in cardiac progenitors (*3*). A specific BAF complex, esBAF, present in embryonic stem cells (ESCs) exclusively contains the BRG1 (SMARCA4) and not the related BRM (SMARCA2) catalytic subunit (*4*, *5*). Genetic deletion of BRG1 and other BAF core subunits revealed that BAF complexes are required not only for ESC maintenance but also for proper lineage specification (*4*–*8*). Knockdown of Brg1 initially increased expression of ESC marker genes such as Oct4, whereas transcription was decreased at later time points (*9*). Furthermore, development of the trophectoderm, which gives rise to the embryonic part of the placenta, crucially depends on members of the BAF complex, whereas the genesis of trophoblast stem cells (TSCs) seems not to be affected (*6*–*8*).

BRG1 harbors a C-terminal bromodomain (BRD), which is evolutionarily highly conserved (fig. S1). BRDs were first identified as a conserved sequence motif present in the *Drosophila* homolog of BRM (*10*), and they constitute a family of 61 highly diverse interaction modules present in 46 proteins in humans (*11*). BRDs selectively recognize ε-*N*-lysine acetylation motifs, a key interaction in the reading process of posttranslational modifications that constitute the epigenetic code. The recent discovery of potent and highly specific inhibitors for the BET family of BRDs (*12*–*14*) has stimulated intensive research activity, particularly in oncology where BET proteins regulate the expression of key oncogenes, with the first BET inhibitors recently entering clinical testing (*15*, *16*). The predicted favorable “druggability” of these protein interaction domains (*17*) suggested that other BRD family members can also be selectively targeted.

## RESULTS

### Initial inhibitor hit with unusual binding mode

BAF complexes contain several BRD-containing proteins (BRG1/BRM, PB1, BRD7, and BRD9). Deletion studies in flies, however, indicated that not all BAF BRDs are required during development (*18*). However, because of the presence of multiple BRDs in BAF, which may exert compensatory functions, the consequences of BRD inhibition in a certain cell type cannot be easily predicted by genetic knockout studies. To study the role of BAF bromodomains in chromatin biology, as well as to explore opportunities for the development of new pharmacological strategies, we developed a selective chemical tool compound targeting the highly related BRDs of BRG1/BRM.

Initial screening of chemical libraries containing acetyl lysine mimetic ligands failed to identify any significant interaction with BAF BRDs. Additionally, promiscuous BRD inhibitors such as bromosporine and the related [1,2,4]triazolo[4,3-a]phthalazines (*19*) also did not exhibit any binding. Intriguingly, screening of a set of drug-like fragments identified salicylic acid (SA) as a potential starting point, revealing good selectivity for BRDs present in BRG1/BRM and PB1 when profiled against 48 BRDs using a thermal shift assay (*20*) (Fig. 1A and table S1). SA is known to inhibit the transcription of COX-2 resulting in anti-inflammatory activity, and it is the bioactive compound of the prodrug aspirin (*21*). Binding of SA was confirmed in solution using isothermal titration calorimetry (ITC) with the fifth bromodomain of PB1 [PB1(5)], the BAF bromodomain exhibiting the highest temperature shift (Fig. 1B and table S2). ITC data yielded a *K*_D_ (dissociation constant) value of 250 μM, and considering the low molecular weight of SA, the binding data suggested excellent ligand efficiency of this fragment. To obtain insight into the binding mode of SA with PB1(5) and the excellent selectivity of this small fragment toward family VIII BRDs, we determined its cocrystal structure with PB1(5) (table S3). The structure revealed an acetyl lysine mimetic binding pose of SA in which the ligand formed the canonical hydrogen bond with the conserved asparagine (N^707^) (Fig. 1C), which typically anchors the acetyl lysine carbonyl to the BRD binding cavity (*22*). A second hydrogen bond was formed with Y^664^, a conserved residue that usually forms a water-mediated bridge to the acetylated lysine. The binding of SA was further stabilized by van der Waals interactions with L^655^, a residue that is uniquely conserved in PB1(2), PB1(5), BRG1, and BRM (Fig. 1C) (*11*), suggesting that this unique interaction confers the high selectivity of SA toward this subset of BRDs. Comparison with other BRD-peptide and BRD-inhibitor complexes revealed the SA bound deeper into the acetyl lysine binding pocket, leading to an unprecedented displacement of four highly conserved water molecules (Fig. 1D and fig. S2). Comparison with the structure of BRD4(1) (*11*) revealed high positional conservation and similar interactions of the conserved binding site water molecules when compared with the apo structure of PB1(5) [Protein Data Bank (PDB): 3G0J] (Fig. 1E). Intrigued by this novel binding mode, we studied the cavity hydration properties (*23*) and calculated differences in water-protein interaction energies between PB1(5) and BRD4(1) to identify potential structural reasons for the diverse water and ligand-binding behavior of PB1/BRG/BRM BRDs, highlighting a significant energetic difference for the backbone-water interaction of R^654^ (Q^85^ in BRD4), responsible for weakening the water network in PB1(5) (fig. S3).

**Fig. 1:**
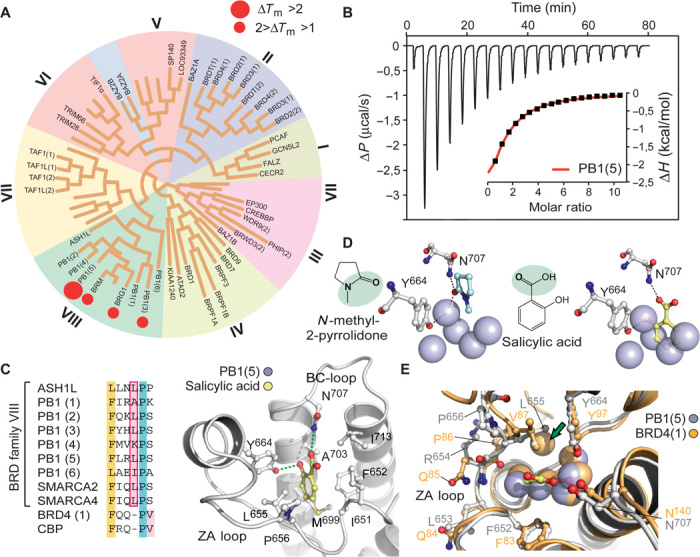
Characterization of the interaction of SA with family VIII bromodomains. (**A**) Selectivity of SA assessed using temperature shift (Δ*T*_m_) assays. Screened targets are labeled in the phylogenetic tree based on the BRD family structure–based alignment (*11*). (**B**) Isothermal titration data of the interaction of SA with PB1(5). The raw binding heats for each injection as well as the normalized binding enthalpies (inset) are shown. (**C**). Sequence alignment of a ZA-loop segment of bromodomains of family VIII as well as BRD4(1) and CBP (CREB-binding protein) (left panel) and structural overview of the SA/PB1(5) complex. Hydrogen bonds to the conserved asparagine (N^707^) and tyrosine (Y^664^) are shown as dotted green lines. (**D**) Binding mode of a typical acetyl lysine mimetic fragment (*N*-methyl-2-pyrrolidone) in PB1(5) (left panel) and SA (right panel). Water molecules are shown as solid spheres. Waters present in the PB1(5) complex are superimposed onto the SA cocrystal structure to demonstrate the displacement of four structural waters by the ligand. (**E**) Superposition of apo-PB1(5) (PDB ID: 3G0J) and apo-BRD4(1) (PDB ID: 2oss); blue spheres represent waters from the PB1(5)/NMP structure. There is a missing water indicated with a green arrow for PB1(5) structures.

### Development and in vitro characterization of PFI-3

The unique binding mode and good ligand efficiency of SA presented an ideal starting point for the structure-guided design of more potent inhibitors for a subset of BAF BRDs. Several cycles of medicinal chemistry optimization, screening, and cocrystallization yielded the final chemical probe compound PFI-3 (Fig. 2A and table S3). The synthetic efforts and the associated structure-activity relationship of the synthesized compounds will be reported elsewhere. Selectivity screening against 48 members of the human BRD family confirmed the preservation of this chemotype’s selectivity toward BRDs of family VIII, using the same head group identified in SA. Significant Δ*T*_m_ shifts were only detected for BRDs of BRG1/BRM and PB1(5), but not PB1(2), indicating excellent selectivity (Fig. 2B). PFI-3 was additionally screened in a commercial screening panel comprising 102 cellular receptors as well as 30 enzyme assays (CEREP, http://cerep.fr), revealing only interactions against four GPCRs (G protein–coupled receptor) with micromolar affinity and no significant additional interactions outside the BRD family, confirming its excellent broader pharmacological selectivity (table S4). It also did not intercalate into DNA as shown by DNA unwinding assays (fig. S4). Binding constants of PFI-3 with BRDs identified as positive in Δ*T*_m_ screening were determined in solution using ITC, revealing *K*_D_ values between 54 and 97 nM (Fig. 2C and table S2). Dose-dependent biolayer interferometry (BLI) measurements yielded similar *K*_D_ values (fig. S5). We also generated an inactive control compound in which a methoxy group blocked access to the bromodomain acetyl lysine binding site. This compound (PFI-3oMet) showed no binding to BAF bromodomains in temperature shift assays and can therefore be used as a control compound in phenotypic cell assays (fig. S6). The cocrystal structure of PFI-3 with the BRD of BRG1 revealed excellent shape complementarity with the acetyl lysine binding site. In addition, interactions observed in the SA complex with PB1(5) were fully conserved, whereas the bridged saturated ring system, introduced in PFI-3 to sterically protect the hydrolysis-prone enamine bond, resulted in a sharp kink positioning of the pyridine ring within a hydrophobic surface pocket created by the ZA-loop (Fig. 2, D to F). Stability measurements confirmed that PFI-3 has a half-life in aqueous solutions exceeding 7 days at 37°C.

**Fig. 2:**
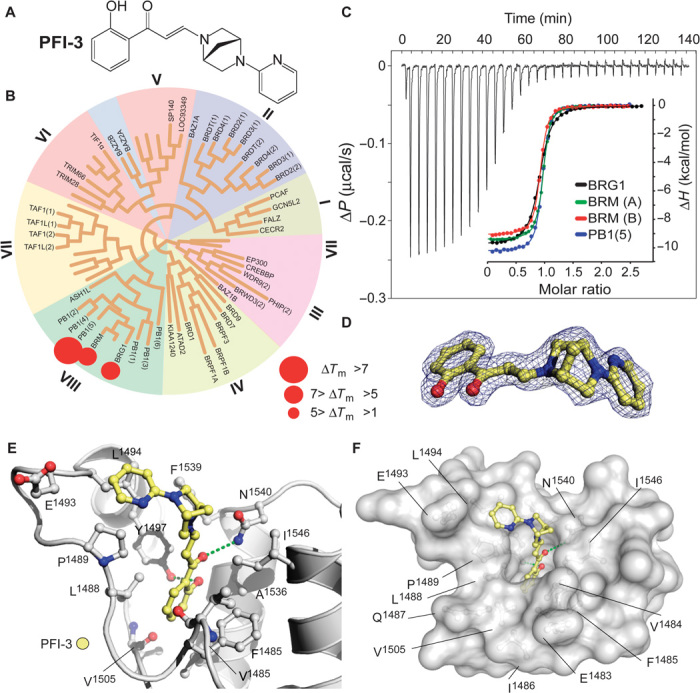
Selectivity, potency, and cocrystal structure of PFI-3 with BRG1. (**A**) Chemical structure of PFI-3. (**B**) Selectivity screening data of PFI-3 using temperature shift assay. The temperature shifts are mapped onto the phylogenetic tree using red spheres as indicated in the figure. (**C**) ITC data measured for PFI-3 using the two BRM bromodomain isoforms (see fig. S1) BRG1 and PB1(5). Raw injection heats as well as normalized binding enthalpies and the corresponding nonlinear least squares fits (inset) are shown. (**D**) 2*F*_o_ − *F*_c_ omit electron density map contoured at 1.5 σ around the inhibitor at 2. (**E**) Details of the interaction of PFI-3 with the BRG1 bromodomain. (**F**) Surface representation of the BRG1 acetyl lysine binding site in complex with PFI-3.

### Cellular activity of PFI-3 and its effect on early development

To test PFI-3’s ability to displace BRM from chromatin, we performed a fluorescence recovery after photobleaching (FRAP) assay (*24*). U2OS cells transfected with full-length green fluorescent protein (GFP)–tagged BRM were treated with the histone deacetylase inhibitor suberoylanilide hydroxamic acid (SAHA) for 1 hour to increase the assay window and were subsequently exposed to PFI-3 or the inactive control compound PFI-3oMet for 1 hour. PFI-3, but not PFI-3oMet, significantly accelerated the half-recovery time of the wild-type protein when compared to the N1464F mutant that is unable to bind to acetylated chromatin (Fig. 3, A and B). After exposure of the cells for 24 hours, PFI-3 did not show any loss in its ability to displace BRM from chromatin, indicating good chemical stability at 37°C for 24 hours (fig. S7).

**Fig. 3:**
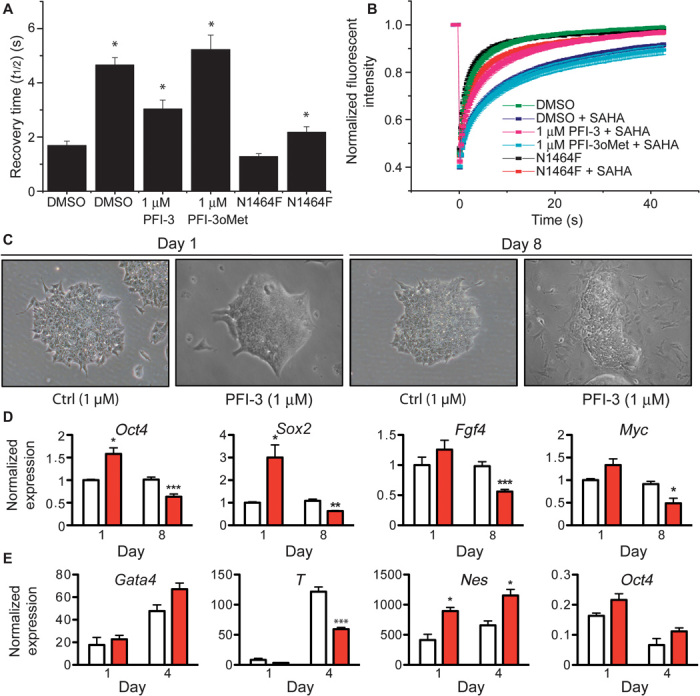
FRAP experiments and loss of stemness, and skewed differentiation in embryonic stem cells (ESCs). (**A**) Influence of PFI-3 or the inactive PFI-3oMet on half recovery times of U2OS cells transfected with wild-type (WT) full-length GFP-BRM or the N1464F mutant construct. Cells were treated with 2.5 μM SAHA (shown by “*”) to increase the assay window. (**B**) Time dependence of fluorescence recovery in the bleached area of cells expressing WT or mutant GFP-BRM with the corresponding treatment as in (A). All PFI-3–treated samples showed a *P* < 0.0001 compared to WT treated with SAHA. Curves represent averaged data of at least 10 replicates. (**C**) Phase-contrast microscopy images of ESCs treated with the negative control substance PFI-3oMet or PFI-3. (**D**) qRT-PCR analyses of the transcription levels for the indicated stemness genes after treatment for 1 or 8 days. (E) mRNA levels of epiblast differentiation genes, representative of endoderm (*Gata4*), mesoderm (*T*), and ectoderm (Nes) cultured for 1 or 4 days. The stemness marker *Oct4* was used as differentiation control. (D and E) mRNA levels normalized to *Gapdh*, *Hprt*, and *Ppia* are represented as means + SEM relative to the expression in ESCs treated with control compound for 24 hours. Experiments were independently repeated at least three times in triplicate. *P < 0.05; ***P < 0.001. ESCs were treated with the negative control substance PFI-3oMet or PFI-3 inhibitor in the presence (C and D) or absence (E) of leukemia inhibitory factor (LIF) in stemness or differentiation conditions, respectively. Red bars represent PFI-3–treated cells, and white bars represent the corresponding control experiments.

Because BRG/BRM have been implicated in tumorigenesis (*25*), we tested the effect of PFI-3 on cell proliferation and survival using the NCI-60 panel of tumor cell lines (data not shown). Exposure of cells to 10 μM inhibitor did not result in significant toxicity for any of the cell lines tested, indicating that the BRD is not important for tumor cell proliferation and survival, as also suggested by a recent study on the role of BRG1 in leukemia (*26*).

BAF complexes are crucial for the biology of ESC and TSC (*6*–*8*), and therefore, we next investigated the consequences of BAF bromodomain inhibition by PFI-3. Culture of ESCs in the presence of 1 μM PFI-3 led to visible differentiation in phase-contrast micrographs after 8 days, in comparison to ESC treated with the negative control substance PFI-3oMet notwithstanding stemness-maintaining conditions (Fig. 3C). In agreement, quantification of transcription after 1 and 8 days of culture in the presence of the inhibitor reflected the documented initial up- and subsequent down-regulation of stemness genes (Fig. 3D) after knockdown of Brg1 (*9*). We also examined the impact of the PFI-3 inhibitor on the differentiation of ESCs comparing gene expression levels of key differentiation genes of endoderm (*Gata4*), mesoderm (*T*, brachyury homolog), and ectoderm (*Nes*) by quantitative reverse transcription polymerase chain reaction (qRT-PCR) analyses. *Nes* expression was increased after 4 days of differentiation in the presence of PFI-3 compared to treatment with a control compound at the expense of the brachyury homolog T transcription, whereas *Gata4* expression was not significantly altered. Differentiation of ESCs was verified by the decrease in *Oct4* levels (Fig. 3E). Furthermore, we compared the impact of PFI-3 to the reported effect of Brg1 deletion on the repressive chromatin mark H3K27me3 (trimethylated lysine 27 of histone 3) in ESCs by chromatin immunoprecipitation (ChIP) (*27*). We first verified the repression of known Brg1 and Stat3 target gene transcription by qRT-PCR in ESCs treated with either PFI-3 or the inactive control inhibitor PFI-3oMet (fig. S8A). Similar to the data reported by Ho *et al.* (*27*), we observe an increase of H3K27me3 at common Brg1 and Stat3 binding sites at promoters and at transcription start sites (TSSs; fig. S8, B and C) consistent with gene repression.

Trophoblasts are the first cells to differentiate in the fertilized egg forming the outer layer of the blastocyst. 

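TSCs, the stem cells of the placental trophoblast, were sequenced with and without PFI-3 in 2 states. At D0 they were kept under stemness conditions with FGF4, heparin and fibroblast-conditioned medium, without feeder cells, and were exposed to 2 µM PFI-3 or 10 µM control compound for 24 h. At D4 they had differentiated for 4 days in medium lacking FGF4 and heparin, with exposure given as 4 days and as starting 1 day before differentiation. The doses of inhibitor and control compound differed. RNA sequencing gave 2 libraries each for D0 control, D0 PFI-3 and D4 PFI-3 and 1 library for D4 control, which has no replicate and is given without an SD. The paper names alignment to mm10 with TopHat, EdgeR, Gene-E and HOMER, while the sample records name Bowtie 0.12.2 and both mm9 and mm10, and the deposited counts are per RefSeq transcript. Neither source states the strand that was counted or how reads with several matches were treated. The transcript with the highest mean count stood for each gene. Counts over these genes came to 20438871 and 21549218 for D0 control, 19538271 and 17453455 for D0 PFI-3, 18001227 for D4 control, and 22568939 and 20754092 for D4 PFI-3. The D0 count columns carry no replicate number, so their libraries are called A and B here in column order. All 7 libraries entered one fit of 14126 genes by edgeR's quasi-likelihood test with TMM normalization, which leaves 3 residual degrees of freedom and takes the D4 control library to vary like the others. The p-values measure only the spread between these samples, which may be technical, because it is not stated whether replicates were separate cultures. Gene lists were compared with the other genes by camera at a preset correlation of 0.01 between genes. The lists, the comparisons and the main tests were fixed before the data were examined, and tests chosen later are named as such. The first principal component held 67.8% of the variance and separated D0 from D4, and the second held 17.2% and set the D4 control (69.1) apart from both D4 PFI-3 libraries (-29.1 and -31.4). Gapdh and Ppia, reference genes of the qRT-PCR, held only 15 and 28 counts in the D4 control, and Hprt held 3171. Scaling by all 3 reference genes moved the median log2 fold change of all genes with PFI-3 by 0.05 at D0 and -0.53 at D4, and scaling by Hprt alone, chosen after the counts were seen, by -0.17 and -0.35.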

To further evaluate the function of the targeted BAF bromodomains in stem cells, we treated TSC with 2 μM inhibitor or control substance and related global gene expression by RNA sequencing under stemness (D0) and differentiation (D4) conditions (Fig. 4, A to C, and table S5). Gene set enrichment analyses implicated insulin signaling and mRNA processing as the most significantly regulated pathways for stemness and differentiation, respectively, in the presence of the inhibitor (fig. S9). 

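Genes of insulin signaling, which passes the insulin signal to growth and glucose use, went both ways with PFI-3 at D0, unless scaled by Hprt, and were more often lower than higher at D4. Of 89 measured genes, 19 were higher and 22 lower at D0 (20 and 27 when adjusted over the list alone), against 16 and 11 when scaled by the 3 reference genes and 6 and 26 when scaled by Hprt. At D4, 17 were higher and 38 lower, also when adjusted over the list alone. The counts were 1 and 68 when scaled by the 3 reference genes and 2 and 49 when scaled by Hprt. Under these scalings 11.5% and 18.7% of all D4 calls were higher. In camera the direction of the list against the other genes stayed down. At D0, Socs3, an inhibitor of cytokine and insulin receptors, fell (log2 fold change -1.37, SE 0.0648, adjusted p = 1.24e-11 from edgeR's quasi-likelihood test), as did Egr1, a transcription factor induced by growth factors, at -1.03. Jun, which encodes an AP-1 transcription factor, rose by 0.80 and the glucose transporter gene Slc2a1 by 0.59 on the log2 scale. At D4, Pygl, which encodes a glycogen phosphorylase, fell (log2 fold change -1.55, SE 0.0693, adjusted p = 3.71e-12 from the same test), as did Srebf1, an activator of lipid synthesis genes, at -1.23 and Grb10, an adaptor that restrains the insulin receptor, at -1.20. Genes of mRNA processing were more often lower at D0. Of 140 measured genes, 8 were higher and 34 lower at D0, with the same counts when adjusted over the list alone, against 4 and 6 when scaled by the 3 reference genes. At D4, 68 were higher and 16 lower, also when adjusted over the list alone. The counts turned to 6 and 73 when scaled by the 3 reference genes and to 12 and 29 when scaled by Hprt. In camera under these scalings the direction of the list against the other genes stayed up, without passing. The splicing factor gene Srsf1 rose at D4 (log2 fold change 0.87, SE 0.0689, adjusted p = 6.80e-09 from edgeR's quasi-likelihood test), as did the splicing factor genes Srsf5 at 1.00 and Rbm39 at 0.88, while Xrn2, which encodes a nuclear RNA exonuclease, fell (-0.86). At D0, Clk2, the gene of a kinase of splicing factors (-0.63), and the splicing helicase gene Dhx16 (-0.40) fell, while Celf2, a regulator of splicing, rose by 0.97. In camera, run over 24 lists, insulin signaling had an adjusted p = 0.272 at D0, and at D4 an adjusted p = 0.00789 (adjusted p = 0.383 with an estimated correlation). Camera tests for a shift in a shared direction. At D0, where insulin signaling genes went both ways, it cannot show whether more of them changed than of other genes. Fisher's exact test for more called genes than elsewhere gave the list an adjusted p = 0.402 for higher and 0.0729 for lower genes at D0. The adjusted p of mRNA processing was 0.0116 at D0 (adjusted p = 0.399 with an estimated correlation) and 6.33e-04 at D4 (adjusted p = 0.451 with an estimated correlation). At D4 this comparison rests on 1 control library.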

Expression levels were verified by qRT-PCR, confirming a marked increase of key TSC differentiation markers (*Prl3d1* and *Tpbpa*) (Fig. 4D). 

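The differentiation markers Prl3d1 and Tpbpa were both higher with PFI-3 at D4, Tpbpa far more than Prl3d1. Tpbpa, a marker of the spongiotrophoblast, lies on chromosome 13 of GRCm38 from 60938492 to 60941984. Normalized to CPM, counts scaled to the size of the library, it was at 0.498 in the D4 control, from 9 counts, and at 19.8 ± 0.883 (SD, n = 2) with PFI-3. Its fold change was 39.3 (SE 0.324 on the log2 scale, adjusted p = 5.88e-15 from edgeR's quasi-likelihood test on the D4 libraries alone, 13418 genes and 1 residual degree of freedom). Tpbpa has no entry in the D0 table and was not analysed here at D0. Prl3d1, which encodes placental lactogen 1 of trophoblast giant cells, lies on chromosome 13 from 27094190 to 27100258. At D0 it rose from 13.0 ± 0.20 to 21.4 ± 3.76 CPM (SD, n = 2 each), a log2 fold change of 0.71 (SE 0.119, adjusted p = 1.17e-04 from edgeR's quasi-likelihood test). At D4 it was at 29.2 in the control and 44.7 ± 0.26 (SD, n = 2) with PFI-3. Its log2 fold change at D4 was 0.61 (SE 0.131, adjusted p = 7.28e-04 from edgeR's quasi-likelihood test), but it did not pass when scaled by the 3 reference genes (0.08, adjusted p = 0.695) or by Hprt (0.27, adjusted p = 0.242). Its values are from the counts, from which the authors' deposited fold change for it could not be recomputed, and Prl3d2 and Prl3d3, close relatives, may share reads with it. Prl7d1, another placental prolactin, on chromosome 13 from 27706337 to 27716736, rose at D0 from 2.37 ± 0.00983 to 25.7 ± 16.5 CPM (SD, n = 2 each) and was at 31.0 in the D4 control and 91.3 ± 18.0 (SD, n = 2) with PFI-3 at D4. Its log2 fold change was 3.45 at D0 (SE 0.355, adjusted p = 3.56e-07 from the same test), where its PFI-3 libraries stood at 37.4 and 14.0, and 2.56 without D0 PFI-3 A. At D4 it was 1.56 (SE 0.295, adjusted p = 2.28e-04), with an adjusted p = 0.0651 from DESeq2. Prl3b1, which encodes placental lactogen 2, rose at D0 from 0.27 to 17.5 CPM, a log2 fold change of 5.97, or 7.45 without D0 control B, and at D4 from 9.03 to 49.7 (log2 fold change 2.46).

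**Figure D1:**
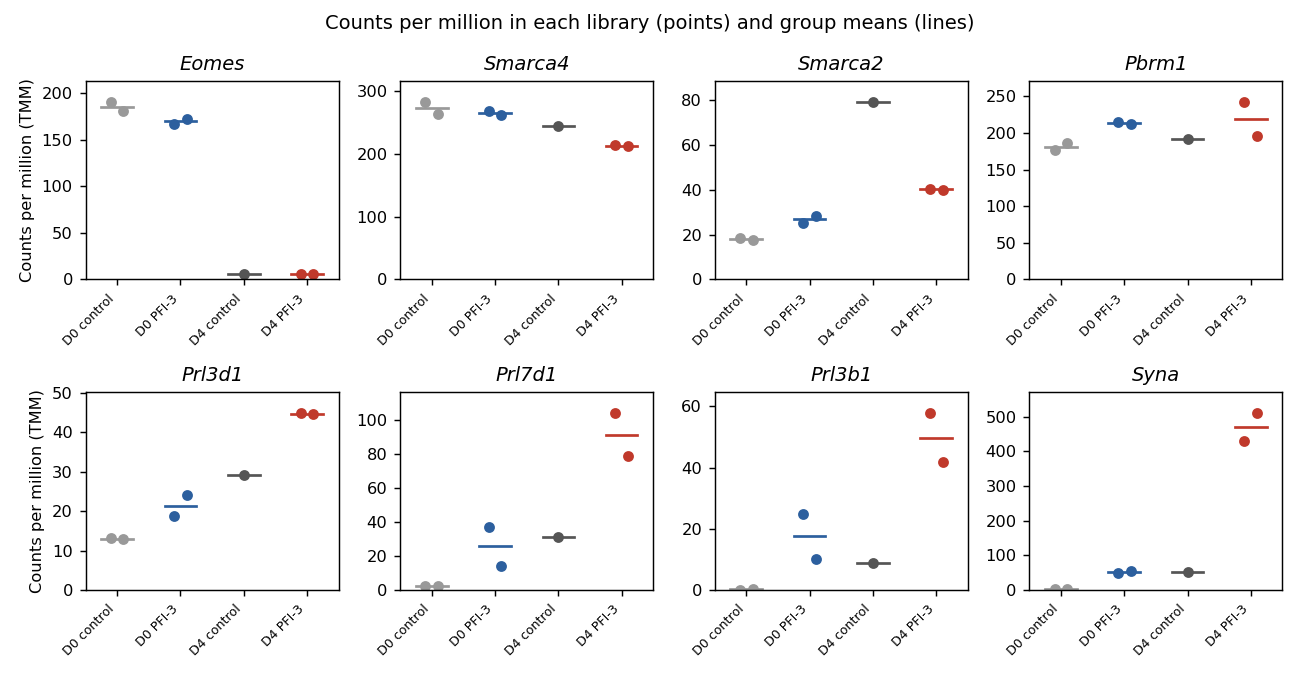
Normalized CPM (vertical axis) of 8 genes in each library (points) by group (horizontal axis), with group means (lines), where the D4 control has 1 library. Prl7d1, Prl3b1 and Syna lie higher with PFI-3 than in the control at D0 and at D4, as does Prl3d1, whose difference at D4 does not pass the test when scaled by the 3 reference genes or by Hprt.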

Enhanced *Prl7d1* and *Tpbpa* transcription could still be observed after washout of the inhibitor during differentiation of TSCs albeit to a lesser extent (fig. S10A). 

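Transcription of Eomes, which encodes a T-box transcription factor that TSCs need, fell from 185 ± 6.98 CPM (SD, n = 2) in the D0 control to 5.41 in the D4 control. With PFI-3 it fell from 170 ± 4.28 to 5.66 ± 0.0444 (SD, n = 2 each). The log2 fold change from D0 to D4 was -5.10 without PFI-3 (SE 0.123, adjusted p = 6.58e-17 from edgeR's quasi-likelihood test) and -4.90 with it (SE 0.0886, adjusted p = 1.24e-18). Eomes lies on chromosome 9 of GRCm38 from 118478212 to 118486132, where an antisense gene overlaps it. Without PFI-3, 15 of 18 TSC stemness genes were lower and 3 higher at D4 than at D0, also when adjusted over the list alone (camera, adjusted p = 8.77e-17, and adjusted p = 0.0418 with an estimated correlation). The transcription factor genes Cdx2, Esrrb and Sox2 of this list fell with log2 fold changes of -5.15, -6.17 and -5.41. Of 19 targets of FGF and ERK signaling, 18 were lower and 1 was higher, also when adjusted over the list alone, among them the ERK phosphatase gene Dusp4 at -6.60, the cyclin gene Ccnd1 at -5.98 and the transcription factor gene Etv4 at -5.46. Of 14 genes of the labyrinth and syncytiotrophoblast, the exchange layer of the placenta, 12 were higher and 1 was lower, also when adjusted over the list alone. Dlx3, a homeobox gene of the labyrinth, rose by 5.36 and Hsd11b2, which encodes an enzyme that inactivates glucocorticoids, by 6.05 on the log2 scale. Spongiotrophoblast and glycogen cell genes (8 higher and 1 lower of 13) and trophoblast giant cell genes (13 higher and 1 lower of 17) were also mostly higher, each with the same counts when adjusted over the list alone. In camera the adjusted p was 2.11e-21 for FGF and ERK targets, 3.18e-26 for the labyrinth and 7.73e-07 for the spongiotrophoblast list (adjusted p = 0.0418 with an estimated correlation for each), and 1.58e-05 for giant cells (adjusted p = 0.229 with an estimated correlation). In all, 4504 genes were higher and 4505 lower at D4 without PFI-3, and 4221 higher and 4261 lower with it. Without PFI-3, D4 has 1 library. The D0 and D4 counts come from separate deposited tables, so a difference in processing between them cannot be told apart from the day. Genes higher at D4 without PFI-3 made up 50.0% of those called, but 82.6% when scaled by the 3 reference genes and 34.1% when scaled by Hprt, which moved the median log2 fold change of all genes by 0.67 and -0.22. With PFI-3 they made up 49.8%, and 17.8% when scaled by Hprt, which moved the median by -0.40.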

Differentiation of TSC was verified by decrease in transcription of the stemness gene *Eomes*. 

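Of Eomes and the genes of the BAF proteins Brg1, Brm and Baf180, only Smarca2, which encodes Brm, passed the test with PFI-3 at D0 and at D4 with every normalization, test and left-out library tried. The single D4 control could not be left out, so the D4 result of Smarca2 rests on 1 control library. Smarca2, the gene of the ATPase Brm on chromosome 19 of GRCm38 from 26605050 to 26778322, was at 18.2 ± 0.566 CPM in the D0 control and 26.8 ± 2.41 with PFI-3 (SD, n = 2 each). It rose at D0 (log2 fold change 0.55, SE 0.0971, adjusted p = 1.90e-04 from edgeR's quasi-likelihood test). At D4 it fell from 79.0 in the control to 40.2 ± 0.443 (SD, n = 2) with PFI-3, a log2 fold change of -0.98 (SE 0.101, adjusted p = 2.09e-07 from the same test). Smarca4, the gene of the ATPase Brg1 on chromosome 9 from 21616169 to 21704230, was at 272 ± 13.3 and 264 ± 4.46 at D0 (SD, n = 2 each), and at 243 in the D4 control and 212 ± 1.03 (SD, n = 2) with PFI-3. Its log2 fold change was -0.04 at D0 (SE 0.0567, adjusted p = 0.601 from edgeR's quasi-likelihood test) and -0.20 at D4 (SE 0.0699, adjusted p = 0.0270). The D4 value did not pass with DESeq2 (adjusted p = 0.0511), with the D4 libraries alone (0.122), or without D0 PFI-3 A (0.0539) or B (0.0578) in edgeR. Pbrm1, the gene of Baf180 on chromosome 14 from 31019138 to 31121592, where Gnl3 and Smim4 overlap it, was at 181 ± 7.01 and 213 ± 1.95 at D0 (SD, n = 2 each). At D4 it was at 192 in the control and 219 ± 32.3 (SD, n = 2) with PFI-3. Its log2 fold change was 0.24 at D0 (SE 0.0758, adjusted p = 0.0201 from edgeR's quasi-likelihood test) and 0.19 at D4 (SE 0.0938, adjusted p = 0.101). The D0 value did not pass when scaled by the 3 reference genes (adjusted p = 0.0607 in edgeR) or by Hprt (0.728), or without D0 control A (0.16), D0 PFI-3 A (0.151) or D0 PFI-3 B (0.119). The D4 value turned to -0.34 when scaled by the 3 reference genes (adjusted p = 0.0285 in edgeR) and passed at 0.33 without D4 PFI-3 2 (3.06e-05) and without a filter on low counts (0.0457). Eomes had a log2 fold change of -0.13 with PFI-3 at D0 (SE 0.0618, adjusted p = 0.121 from edgeR's quasi-likelihood test) and passed in edgeR with the D0 libraries alone (adjusted p = 0.0293) and without D4 PFI-3 1 (0.0349) or D4 PFI-3 2 (0.0349). At D4 it was 0.07 (SE 0.168, adjusted p = 0.773) and turned to -0.47 when scaled by the 3 reference genes and -0.28 when scaled by Hprt, without passing. Of 26 measured BAF subunit genes, 8 were higher and 5 lower at D0 (9 and 6 when adjusted over the list alone, and 2 and 6 when scaled by Hprt). At D4, 6 were higher and 5 lower, also when adjusted over the list alone, against 0 and 15 when scaled by the 3 reference genes and 1 and 11 when scaled by Hprt. The median log2 fold change of the list at D4 was -0.07, and -0.60 and -0.42 when scaled so. In camera the list had an adjusted p = 0.508 at D0 and 0.985 at D4. These scalings moved the median of all genes at D4 by -0.53 and -0.35, and the list did not pass camera under either.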

Levels of *Eomes*, *Brg1*, *Brm*, and *Pbrm1/Baf180* were not affected by the PFI-3 inhibitor (Fig. 4D). We verified the specificity of PFI-3 in TSCs by quantification of gene expression after knockdown of *Brm* and *Brg1* in stemness and differentiation conditions (fig. S10, B and C). Together, our data demonstrate that inhibition of the Brg1 and Brm BRDs in BAF critically impairs the function of ESCs and TSCs.

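Many genes of the differentiated trophoblast were higher with PFI-3 while the cells were still under stemness conditions. At D0, 11 of 14 genes of the labyrinth and syncytiotrophoblast were higher and 2 lower, also when adjusted over the list alone. Syna, which encodes the protein that fuses syncytiotrophoblast cells, rose from 3.78 ± 1.39 to 52.4 ± 3.75 CPM (SD, n = 2 each), a log2 fold change of 3.78 (SE 0.146, adjusted p = 7.56e-13 from edgeR's quasi-likelihood test). It lies on chromosome 5 of GRCm38 from 134558146 to 134560171, where an antisense gene overlaps it. Gjb2, which encodes a gap junction protein, rose by 3.82 and Dlx3 by 2.96 on the log2 scale. Trophoblast giant cell genes (11 higher and 1 lower of 17) and placental cathepsins (4 higher and 0 lower of 6) were mostly higher at D0, with the same counts when adjusted over the list alone. Spongiotrophoblast and glycogen cell genes had 7 higher and 1 lower of 13 (9 and 1 when adjusted over the list alone), and placental prolactins 11 higher and 1 lower of 19 (12 and 1 when adjusted over the list alone). The pregnancy-specific glycoproteins and Ceacam genes did not follow, with 2 higher and 2 lower of 10, also when adjusted over the list alone (camera, adjusted p = 0.895). Ascl2, a transcription factor gene of the spongiotrophoblast, rose by 2.40, the imprinted growth restrainer Phlda2 by 2.05, and the cathepsin genes Ctsj by 3.39 and Ctsq by 4.13, or 4.83 without D0 control B. Of 26 imprinted genes, 15 were higher and 3 lower, also when adjusted over the list alone, among them Peg10, which the placenta needs to form, at 1.45. Of 18 TSC stemness genes, 3 were higher and 8 lower at D0, also when adjusted over the list alone (camera, adjusted p = 0.102). In fry, which tests a list by itself and not against the other genes, the list was lower (adjusted p = 0.0428). Cdx2 (log2 fold change -0.97), Sox2 (-0.65) and Esrrb (-0.48) fell, while Id2, an inhibitor of differentiation, rose by 0.96. Of 19 FGF and ERK targets, 10 were lower and 0 higher, also when adjusted over the list alone, among them Ccnd1 at -0.96 and Etv5, a transcription factor gene, at -0.90. In camera at D0 the adjusted p was 1.25e-24 for the labyrinth list, 2.30e-09 for the spongiotrophoblast list, 8.99e-08 for cathepsins and 4.70e-10 for imprinted genes (adjusted p = 0.0641 with an estimated correlation for each). It was 5.73e-10 for giant cells (adjusted p = 0.170 with an estimated correlation), 5.78e-07 for prolactins (adjusted p = 0.249 with an estimated correlation) and 4.79e-08 for FGF and ERK targets (adjusted p = 0.128 with an estimated correlation). The estimated correlation was below the preset 0.01 for the spongiotrophoblast list (-0.045), cathepsins (-0.060) and imprinted genes (-0.031). For these lists a higher correlation is thus not why the adjusted p was larger with it. Fry gave them an adjusted p = 7.88e-04, 0.0101 and 7.88e-04. These lists share genes, such as Phlda2 and Ascl2. At D4, Syna was at 51.9 in the control and 470 ± 56.5 (SD, n = 2) with PFI-3, a log2 fold change of 3.18 (SE 0.131, adjusted p = 1.62e-12 from edgeR's quasi-likelihood test), and Gjb2 rose by 2.39. Of 14 labyrinth genes, 9 were higher and 2 lower, also when adjusted over the list alone (camera, adjusted p = 8.43e-05, and adjusted p = 0.383 with an estimated correlation). Scaled by the 3 reference genes 4 were higher and 4 lower, and scaled by Hprt 5 and 3. These scalings left 11.5% and 18.7% of all D4 calls higher, and in camera the direction of the list against the other genes stayed up. TSC stemness genes had 3 higher and 9 lower of 18 at D4, also when adjusted over the list alone. The list had an adjusted p = 0.131 in camera and 0.0234 in fry, against the single D4 control. Giant cell genes had 5 higher and 5 lower of 17 at D4 (6 and 5 when adjusted over the list alone). Also when adjusted over the list alone, the spongiotrophoblast list had 5 higher and 5 lower of 13 and the prolactins 6 higher and 5 lower of 19. Tpbpa, 39.3-fold higher with PFI-3 at D4, belongs to the spongiotrophoblast list. It is not among the 13, since it has no entry in the D0 table. Scaled by the 3 reference genes, giant cell genes had 3 higher and 9 lower at D4, spongiotrophoblast genes 4 and 7, and prolactins 5 and 10. After the RNA sequencing with its gene set analysis, the qRT-PCR of differentiation markers, and the knockdown of Brm and Brg1 done to check specificity, the paper takes its data on both kinds of cell together and concludes that blocking the bromodomains of Brg1 and Brm impairs how ESCs and TSCs work.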

**Fig. 4:**
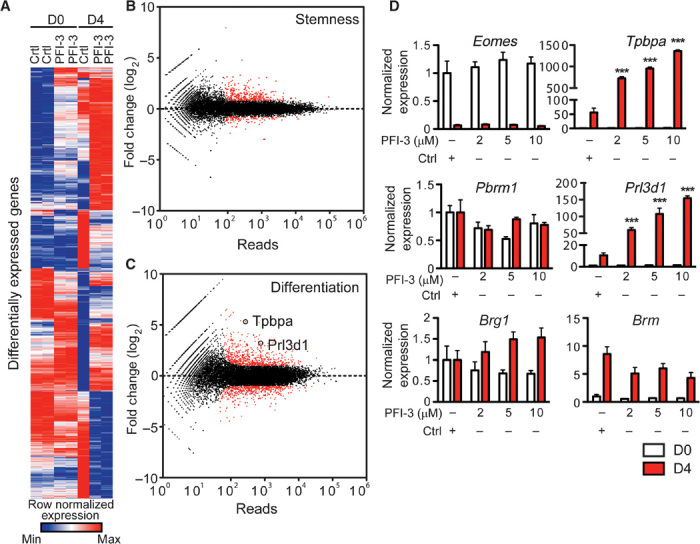
TSC differentiation is affected by PFI-3 inhibition. Comparison of gene expression in TSCs treated with PFI-3 or control substance during stemness and differentiation. (**A** to **C**) Differentially transcribed genes are displayed normalized and clustered to the number of reads shown as (A) tile array and (B and C) dot blots. (**D**) Quantification of stemness (*Eomes*) and differentiation markers (*Prl3d1*, Tpbpa) expression by RT-PCR. mRNA levels were normalized to *Gapdh*, *Hprt*, and *Ppia*, and values represent the means + SEM relative to the expression in TSCs treated with control compound at day 0. Experiments were independently repeated at least three times in triplicate. ***P < 0.001.

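With PFI-3, 2467 genes were higher and 2345 lower than in the control at D0, and 3319 were higher and 3546 lower at D4, of 14126 tested. In all 4812 changed at D0, but 3138 without D0 control A, 2997 without D0 PFI-3 A and 2878 without D0 PFI-3 B. At a change of at least 2-fold, 597 were higher and 206 lower at D0, and 1117 were higher and 709 lower at D4. Genes higher with PFI-3 made up 51.3% of those called at D0 and 48.3% at D4. Scaled by the 3 reference genes the shares were 64.0% and 11.5%, and scaled by Hprt 26.3% and 18.7%. Called genes overlapped more in the same direction than independent calls would. 1016 genes were higher and 919 lower on both days, where independent calls would give 580 and 589, while 491 were higher at D0 and lower at D4 and 462 the reverse, where independent calls would give 619 and 551. The 1935 genes called in the same direction became 1114 when scaled by the 3 reference genes and 1233 without D0 PFI-3 B. The log2 fold changes of D0 and D4 had a Pearson r of 0.14 and a Spearman rho of 0.18 across genes, which are not independent replicates. Genes of the interferon response, a defense against viruses, were mostly lower on both days. Of 20, 2 were higher and 12 lower at D0 and 0 were higher and 19 lower at D4, with the same counts when adjusted over the list alone. Usp18, a restrainer of interferon signaling on chromosome 6 of GRCm38 from 121245906 to 121270917, fell from 9.07 ± 2.29 to 5.64 ± 0.532 CPM at D0 (SD, n = 2 each) and from 254 in the control to 24.5 ± 2.71 (SD, n = 2) with PFI-3 at D4. Its log2 fold change was -3.38 at D4 (SE 0.119, adjusted p = 2.71e-13 from edgeR's quasi-likelihood test). Oasl2, an antiviral gene, fell at D4 (log2 fold change -1.98), and Rsad2, another, rose at D0 (1.80). Of 17 fibroblast marker genes, 11 were higher and 0 lower at D4, also when adjusted over the list alone, with Postn, which encodes a matrix protein, at 3.85 and the smooth muscle gene Tagln at 4.12. In the D4 control, 20 genes with at least 10 counts in every other library held 0 counts. The D4 differences rest on this 1 control library. Its median over the 17 fibroblast markers was 0.403 CPM, against 3.2 in the D0 control, 1.93 in D0 PFI-3 and 2.26 in D4 PFI-3. Of the 20 interferon genes, 19 were higher in D4 PFI-3 than in D0 PFI-3. For both lists, an effect of PFI-3 at D4 and a control library that stands apart cannot be told apart. In camera the interferon list had an adjusted p = 1.89e-05 at D0 (adjusted p = 0.170 with an estimated correlation) and 2.34e-37 at D4 (adjusted p = 0.0782 with an estimated correlation). For fibroblast markers it was 8.88e-05 at D4 (adjusted p = 0.271 with an estimated correlation).

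**Figure D2:**
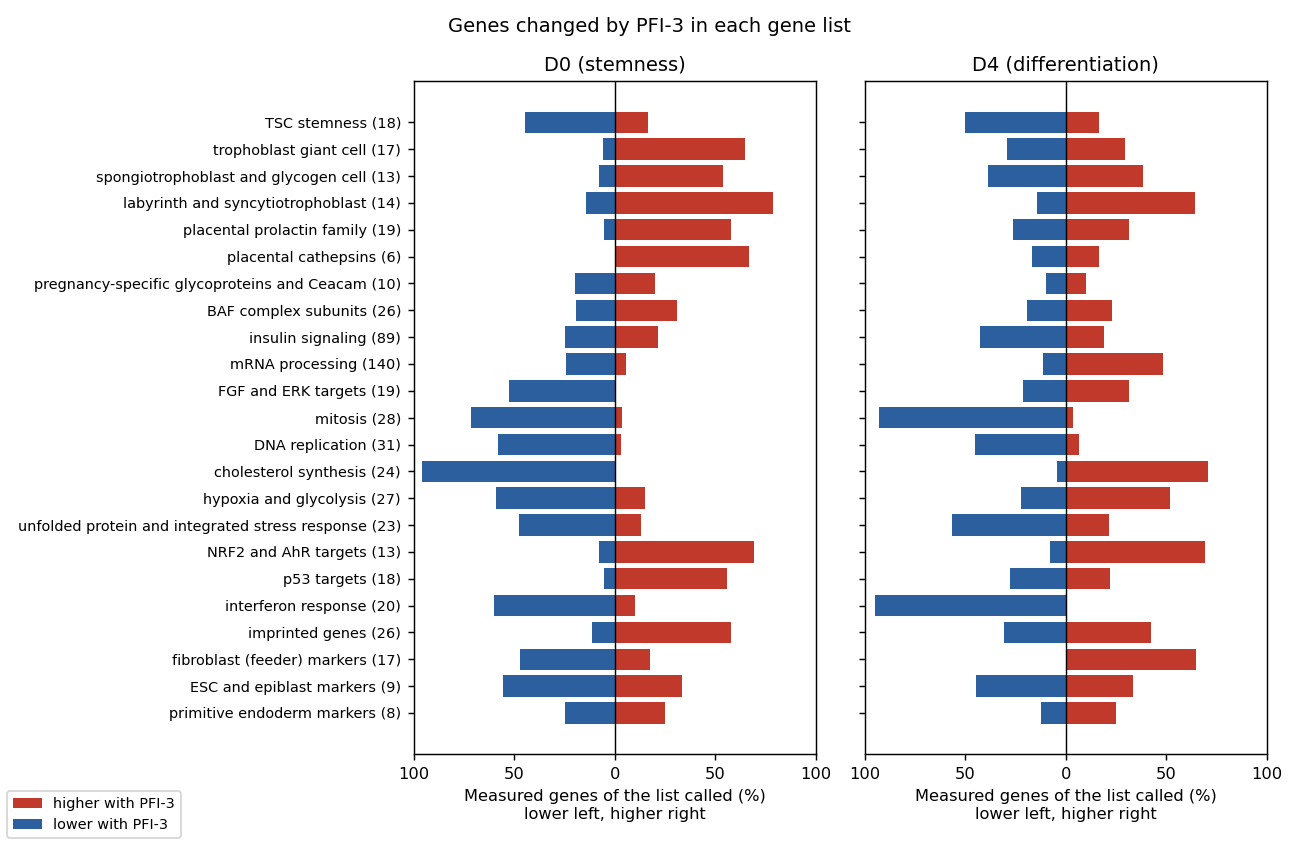
Percent of the measured genes of each list (horizontal axis) that were higher (right, red) or lower (left, blue) with PFI-3 at D0 and at D4 by edgeR's quasi-likelihood test, with the number of measured genes beside each list (vertical axis). The interferon response lies to the left on both days, and cholesterol synthesis lies to the left at D0 and to the right at D4, where scaling by the 3 reference genes gives 6 higher and 7 lower.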

## DISCUSSION

Here, we developed a highly potent, selective, and cell active inhibitor for the BAF BRDs BRG1/BRM and PB1(5) and studied the consequences of inhibiting these protein interaction modules in ESCs and TSCs. The developed inhibitor PFI-3 displayed a novel binding mode for BRD inhibitors and provides a versatile tool for studying acetyl lysine–dependent cellular function of the targeted BRDs, offering the potential for targeting these protein interaction domains for the development of new treatment strategies. Unexpectedly, the inhibitor was well tolerated and did not cause toxicity after short time exposure. 

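Genes of mitosis were more often lower than higher with PFI-3. Of 28, 1 was higher and 20 were lower at D0, also when adjusted over the list alone. The counts at D0 were 1 and 6 when scaled by the 3 reference genes and 0 and 20 when scaled by Hprt. Under these scalings the list stayed lower in camera (adjusted p = 9.2e-04 and 1.09e-04). At D4, 1 was higher and 26 were lower, also when adjusted over the list alone. Cdkn1c, an imprinted inhibitor of the cell cycle, rose by 0.82 at D0 and 1.73 at D4 on the log2 scale, and the imprinted transcription factor gene Plagl1 rose by 5.21 at D4. The spindle checkpoint gene Bub1b (log2 fold change -1.42) and the mitotic kinase gene Aurka (-1.24) fell at D4. Of 24 genes of cholesterol synthesis, 0 were higher and 23 lower at D0, and 17 were higher and 1 was lower at D4, also when adjusted over the list alone, but 6 were higher and 7 lower at D4 when scaled by the 3 reference genes. That scaling left 11.5% of all D4 calls higher, and in camera the direction of the list against the other genes stayed up. Hmgcr, which encodes the rate-limiting enzyme of the pathway, fell at D0 (log2 fold change -0.65), and Cyp51, which encodes a later enzyme, fell at D0 (-0.81) and rose at D4 (1.56). In camera, mitosis had an adjusted p = 5.92e-05 at D0 (adjusted p = 0.429 with an estimated correlation) and 1.16e-16 at D4 (adjusted p = 0.383 with an estimated correlation). Cholesterol synthesis had 2.18e-17 at D0 (adjusted p = 0.188 with an estimated correlation) and 8.29e-04 at D4 (adjusted p = 0.760 with an estimated correlation). Each log2 value here passed edgeR's quasi-likelihood test, and those at D4 rest on 1 control library.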

In long-term experiments, PFI-3 significantly altered gene expression programs that are important for differentiation of stem cells. We demonstrate that the bromodomains of Brg1 and Brm are critical for the function of ESCs and TSCs, exemplified by the modulation of gene transcriptional programs regulating cell differentiation. This is contrary to observations made in flies, where the bromodomain of BRM seems dispensable for the function of the protein (*18*). Despite conversation of these genes, it seems that Brm and Brg1 have acquired diverse function in higher eukaryotes critical for development and cell differentiation. Similar conclusions have also been made by Ho *et al*. (*27*), which observed conserved as well as new functions of the BAF complex in vertebrates. For the studied Brg1 and Stat target genes, we observed that PFI-3 mimics the effect of Brg1 deletion, resulting in an increase of the repressive H3K27me3 mark at the TSSs and Stat3 binding sites of these genes.

Long delays in the response to compound treatment have also been observed for other inhibitors that target chromatin organization such as methyl lysine transferase inhibitors (*28*). The slow onset of drug action complicates drug development that currently relies on the immediate response of inhibitors on biomarkers to monitor drug efficacy and potency in cellular systems and in vivo. Slow changes of the organization of the epigenome may generate long-lasting effects on gene expression programs that control cell function, which may not be detected in classical toxicology studies. In the case discussed here, the prolonged use of high concentration of aspirin may cause long-lasting epigenetic changes by inhibiting BAF bromodomains.

BAF complexes play an important role in many differentiation processes, and mutations in their components are dominant drivers in cancer (*25*), resulting in a considerable interest in the role of BAF chromatin remodeling in tumorigenesis. Large-scale exon sequencing revealed that about 20% of human tumors carry mutations in subunits of BAF complexes. Mutations typically lead to loss of function, suggesting tumor suppressor roles of BAF complexes, in particular in childhood malignant rhabdoid tumors (loss of SMARCB1/SNF5) (*29*) as well as ovarian and endometrial carcinomas (ARIAD1A) (*30*, *31*). Additionally, most renal cell carcinomas have a dysfunctional PB1 protein (*32*); however, a recent study indicated that the ATPase (adenosine triphosphatase) domain and not the BRD is essential for cell proliferation and survival, at least in hematopoietic malignancies (*26*). Our data point toward a crucial role of the BRD during differentiation of stem cells, suggesting that in cancer, targeting of BRG1/BRM BRDs may mainly affect cancer stem cell maintenance rather than causing immediate cytotoxicity on tumor cells. PFI-3 represents a versatile tool for studying the role of the targeted BAF bromodomains in cancer as well as in other cellular systems in the future.

## MATERIALS AND METHODS

### Protein purification

Complementary DNA–encoding human bromodomains were cloned, expressed, and purified as previously described (*11*). For purification of in vivo biotinylated protein expression, the same construct boundaries [for example, CBP residues R1081-G1198] were bromodomain subcloned into pNIC-BIO1 vector, a derivative from pNIC28-Bsa4 vector (GenBank: EF198106), containing a 10 His-tag and TEV protease cleavage site at the N terminus and an in-frame biotinylation sequence (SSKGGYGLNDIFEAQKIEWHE) inserted at the C terminus. The constructs were transformed into BL21 (DE3)-R3-BirA cell line (BL21 derivative coexpressing BirA using a pACYC coexpression vector). Cells were grown overnight at 37°C in 10 ml of Luria-Bertani medium with kanamycin (50 μg/ml) and chloramphenicol (34 μg/ml) (startup culture). The startup culture was diluted 1:1000 in fresh medium, and cell growth was allowed at 37°C to an optical density of about ~1.0 (OD_600_) before the temperature was decreased to 25°C. d-Biotin was dissolved into 10 mM bicine (pH 8.3) and added to the culture at 500 μM final. The protein expression was induced for 8 hours at 25°C with 50 μM isopropyl-β-d-thiogalactopyranoside (IPTG). Proteins were purified using Ni affinity chromatography and size exclusion chromatography.

### Biolayer interferometry

Kinetic ligand-binding measurements were done using an Octet RED384 instrument (ForteBio). Biotinylated protein was immobilized on Super Streptavidin Biosensors using a concentration of 0.05 mg/ml. Association and dissociation measurements were done in 25 mM Hepes (pH 7.4), 100 mM NaCl, 0.01% Tween at 25°C with association and dissociation times of 240 s. Compounds were prepared as 1:2.5 dilutions starting from 12 μM. Binding to the reference sensors (no protein attached) was subtracted before calculations. Binding constants were calculated using the ForteBio Analysis software provided by the manufacturer.

### Isothermal titration calorimetry

Experiments were carried out on a VP-ITC microcalorimeter (MicroCal). All experiments were performed at 15°C in 50 mM Hepes (pH 7.5), 150 mM NaCl. The titrations were conducted using an initial injection of 2 μl followed by 34 identical injections of 8 μl. The dilution heats were measured on separate experiments and were subtracted from the titration data. Thermodynamic parameters were calculated using Δ*G* = Δ*H* − *T*Δ*S* = −*RT*ln*K*_B_, where Δ*G*, Δ*H*, and Δ*S* are the changes in free energy, enthalpy, and entropy of binding, respectively. In all cases, a single binding site model was used.

### Thermal shift assay

Thermal melting experiments were carried out using an Mx3005P Real-Time PCR machine (Stratagene). Proteins were buffered in 10 mM Hepes (pH 7.5), 500 mM NaCl, and assayed in a 96-well plate at a final concentration of 2 μM in 20-μl volume. Compounds were added at a final concentration of 10 μM. SYPRO Orange (Molecular Probes) was added as a fluorescence probe at a dilution of 1:1000. Excitation and emission filters for the SYPRO Orange dye were set to 465 and 590 nm, respectively. The temperature was raised with a step of 3°C/min from 25° to 96°C, and fluorescence readings were taken at each interval. Data were analyzed as previously described (*11*, *20*).

### AlphaScreen assay

Assays were performed as described previously (*33*) with minor modifications from the the manufacturer’s protocol (PerkinElmer). All reagents were diluted in 25 mM Hepes, 100 mM NaCl, 0.1% bovine serum albumin (pH 7.4) supplemented with 0.05% CHAPS and allowed to equilibrate to room temperature before addition to plates. An 11-point 1:2.5 serial dilution of the ligands was prepared over the range of 5000 to 0 μM, and 0.1 μl was transferred to low-volume 384-well plates filled with 5 μl of the assay buffer (ProxiPlate-384 Plus, PerkinElmer), followed by 7 μl of biotinylated peptide H-ALREIRRYQK(ac)STELLIRKLK(biotin)-OH and His-tagged protein to achieve a final assay concentration of 50 nM. Plates were sealed and incubated for a further 30 min before the addition of 8 μl of the mixture of streptavidin-coated donor beads (12.5 μg/ml) and nickel chelate acceptor beads (12.5 μg/ml) under low light conditions. Plates were foil-sealed to protect from light, incubated at room temperature for 60 min, and read on a PHERAstar FS plate reader (BMG Labtech) using an AlphaScreen 680 excitation/570 emission filter set. IC_50_ (median inhibitory concentration) values were calculated in Prism 5 (GraphPad Software) after normalization against corresponding dimethyl sulfoxide (DMSO) controls and are given as the final concentration of the compound in the 20-μl reaction volume.

### Fluorescence recovery after photobleaching

FRAP studies were performed using a protocol modified from previous studies (*24*). In brief, U2OS cells were transfected (FuGENE HD, Roche) with mammalian overexpression constructs encoding GFP fused to the N terminus of full-length BRM. The FRAP and imaging system consisted of a Zeiss LSM 710 laser scanning and control system coupled to an inverted Zeiss Axio Observer.Z1 microscope equipped with a high numerical aperture (1.3) 40× oil immersion objective. Samples were placed in an incubator chamber capable of maintaining temperature and humidity. FRAP and GFP fluorescence imaging were both carried out with an argon ion laser (488 nm) and with a photomultiplier tube detector set to detect fluorescence between 500 and 550 nm. Once an initial scan had been taken, a region of interest corresponding to about 50% of the entire GFP-positive nucleus was empirically selected for bleaching. A time-lapse series was then taken to record GFP recovery using 1% of the power used for bleaching. The image data sets and fluorescence recovery data were exported from ZEN 2009, the microscope control software, into Microsoft Excel to determine the average half-time for full recovery for 10 to 20 cells per treatment point.

### Cell culture and reagents

CRG8 ESCs were maintained in serum-containing media supplemented with LIF (1000 U/ml; ESGRO, ESG1106) on feeder-free gelatin-coated wells. ESC culture media contained Dulbecco’s modified Eagle’s medium/knockout (Invitrogen), 15% ES-qualified fetal bovine serum (Invitrogen), 1% penicillin-streptomycin (Lonza, DE17-602E), 1% l-glutamine (Lonza, BE17-605E), 1% sodium pyruvate (Invitrogen, 11360), 1% β-mercaptoethanol, and 1% nonessential amino acids (Invitrogen, 11140). Differentiation of ESCs was induced in the presence of retinoic acid (Sigma, R2625) by withdrawal of LIF supplementation.

Derivation and culture of TSCs were performed as previously described (*34*). Shortly, TSCs were cultured in the absence of feeders in medium supplemented with FGF4 (30 ng/ml; R&D Systems, 235-F4-025/CF), heparin (1.2 μg/ml; Sigma, H3149), and 70% conditional medium (harvested from mitomycin-treated primary mouse embryonic fibroblasts). TSC medium contained RPMI 1640 (BD Biosciences, 354230), 20% ES-qualified fetal bovine serum (Invitrogen), 1% penicillin-streptomycin (Lonza, DE17-602E), 1% l-glutamine (Lonza, BE17-605E), 1% sodium pyruvate (Invitrogen, 11360), and 0.1 mM β-mercaptoethanol. To induce differentiation, TSCs were cultured on feeder-free conditions in TSC medium lacking FGF4 and heparin supplementation.

### qRT-PCR and RNA sequencing

qRT-PCR ESC samples were collected by culturing ESC in stemness conditions in the presence of 1 μM PF1-3 or control compound for 1 or 8 days. ESC-differentiated samples were collected by treating the cells with PF1-3 or control compound 24 hours before differentiation induction. RNA was isolated using RNeasy Mini Kit (Qiagen, 74106) following the manufacturer’s instructions. At least two samples were collected for each group, and each qRT-PCR was run in triplicates. The qRT-PCR data were normalized against the housekeeping genes Gapdh, Ppia, and Hprt and expressed against control compound–treated ESC in stemness conditions. A list of primers is compiled in tables S5 and S6.

To collect TSC samples for qRT-PCR or RNA sequencing (RNA-seq), TSC were cultured in stemness or differentiation conditions and treated with 2 μM PFI-3 or 10 μM control compound or indicated concentrations for 24 hours or during the entire differentiation induction (4 days), respectively. In case of the differentiation samples, the PFI-3 or control compound exposure started 1 day before the induction of differentiation. RNA was isolated as for the ESC samples.

RNA-Seq Library synthesis and analysis were performed at the DKFZ sequencing genomics core facility (Heidelberg, Germany). Mapping and bioinformatics analysis were performed using TopHat, EdgeR Gene-E, and HOMER (*35*–*37*). The raw data from the RNA set results are available through Gene Expression Omnibus (GEO) (accession no. GSE65358). Each replicate represents at least 12 million reads, a density sufficient for qualitative analysis of gene expression. 

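Counts summed over all transcripts came to 25020561 to 32161506 per library. A gene with several transcripts enters these sums more than once. Over 1 transcript per gene the smallest sum, 17453455, is that of D0 PFI-3 B.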

The reads were aligned to the mm10 mouse genome, allowing a mismatch of 2%. We used WebGestalt to find affected pathways (*38*).

### Chromatin immunoprecipitation

ChIP experiments were carried out with Covaris truChIP chromatin shearing reagent according to the manufacturer’s instructions with certain modifications. ESCs were fixed on-plate with 1% formaldehyde in phosphate-buffered saline for 5 min. Cells (10 million) were resuspended in 1 ml of shearing buffer and sonicated (Covaris S220) for 200 cycles per burst, 140 W peak power, 5% duty factor for 15 min in 1-ml Covaris tubes. The supernatant was then diluted to a protein concentration of 1.7 mg ml^−1^, and 350 to 500 μg of protein were used for each immunoprecipitation reaction with anti-H3K27me3 (pab-069-050, Diagenode). The targeted gene fragments were amplified with primers used by Ho *et al.* (*27*).

### RNA interference and Western blot analysis

For RNA interference, TSCs were transfected with Lipofectamine LTX according to the manufacturer’s instructions (Invitrogen). Before transfection, the cells were cultured at least two passages on feeders. Puromycin (1.5 μg/ml; Sigma, P8833) was administrated to the cells 24 hours after transfection. TSCs were transfected with microRNA (miRNA) against mouse Brg1 and Brm1 or LacZ miRNA cloned into pRTS-GW (table S8).

For Western blot analysis, the protein samples were isolated using SC buffer. The following antibodies were used: anti–β-actin (1:15,000, Sigma, A1978), anti-Brg1 (Smarca4) (1:200, Santa Cruz, sc10768), and anti-Smarca2 (Brm) (1:1000, Abcam, ab15597).

### DNA unwinding assay

To establish whether PFI-3 intercalates DNA, the compound was assessed using a DNA unwinding assay, as described by the manufacturer’s protocol (Inspiralis; DUKSR001). In brief, PFI-3 (1, 5, or 10 μM), cisplatin, or doxorubicin was incubated with supercoiled pBR322, in the presence of wheat germ topoisomerase I (TopoI), for 30 min at 37°C. DNA incubated with DMSO (Sigma-Aldrich; D8418) in the presence or absence of the enzyme was run as control. After extraction by butanol (Sigma-Aldrich; 281549) and chloroform/isoamyl alcohol 24:1 (Sigma-Aldrich; C0549), the DNA was run in a 1% (w/v) agarose gel (Web Scientific; AGR-500) with a 1-kb DNA ladder (Life Technologies; 10787) for 4 hours at 80 V. The gel was then stained with SYBR Safe for 30 min before ultraviolet visualization (UVP; BioDoc-It Imaging System).

### Chemistry synthetic methods and compound characterization

Proton (^1^H NMR), carbon (^13^C NMR), and fluorine (^19^F NMR) magnetic resonance spectra were obtained in DMSO-d_6_ at 400, 100, and 376 MHz, respectively, unless otherwise noted. The following abbreviations were used to describe peak patterns when appropriate: br, broad; s, singlet; d, doublet; and m, multiplet. High-resolution mass measurements were obtained on an Agilent time-of-flight mass spectrometer. All air and moisture sensitive reactions were carried out under an atmosphere of dry nitrogen using heat-dried glassware and standard syringe techniques. Tetrahydrofuran (THF) and acetonitrile were purchased from EMD Millipore and were used without further drying. Flash chromatography was performed using an AnaLogix IntelliFlash 280 or Biotage SP1 purification system with Sepra Si 50 silica gel using ethyl acetate/heptane mixtures as solvent unless otherwise indicated. High-performance liquid chromatography was carried out on an Agela Venusil ASB C18 column (21.2 × 150 mm, 5 μm). A flow rate of 0.5 to 150 ml/min was used with mobile phase A: water + 0.1% modifier (v/v) and phase B: acetonitrile + 0.1% modifier (v/v). The modifier was formic acid, trifluoroacetate, ammonia acetate, or hydrochloric acid.

Quality control analysis was performed using a liquid chromatography–mass spectrometry (LCMS) method. Acidic runs were carried out on a Shimadzu XB-C18 (2.1 × 30 mm, 5 μm), XBridge (50 × 4.6 mm, 5 μm), Gemini NX-C18 (50 × 4.6, 3 μm), or Gemini NX-C18 (50 × 4.6, 5 μm). A flow rate of 1.0 to 1.2 ml/min was used with mobile phase A: water + 0.1% modifier (v/v) and phase B: acetonitrile + 0.1% modifier (v/v). For acidic runs, the modifier was trifluoroacetic acid. A Shimadzu 20AB pump ran a gradient elution from 0 to 98% B over 2 min followed by a 1-min hold at 95% B. Detection was achieved using a Shimadzu 10A detector set at 220 or 260 nm followed in series by a Shimadzu MS 2010 EV or Applied Biosystems API 2000 mass spectrometer in parallel. The Shimadzu MS 2010 EV was tuned with the following parameters: 
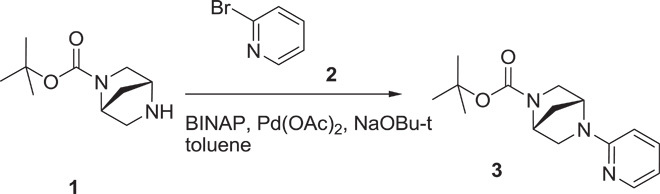
(1*R*,4*R*)-*tert*-butyl 5-(pyridin-2-yl)-2,5-diazabicyclo[2.2.1]heptane-2-carboxylate (**3**): To a stirred mixture of (1*R*,4*R*)-*tert*-butyl 2,5-diazabicyclo[2.2.1]heptane-2-carboxylate {500 mg, 2.52 mmol, [α]^20^ = 49.8° (*c* = 0.79 EtOH)} in toluene (~12.6 ml), 2-bromopyridine (0.481 ml, 5.04 mmol), potassium, *tert*-butoxide (1 M in THF, 2.52 ml, 2.52 mmol), palladium acetate (28 mg, 0.126 mmol), and BINAP (78 mg, 0.126 mmol) were added at room temperature, and then stirred for another 16 hours at 110°C. Thin-layer chromatography (TLC) (DCM/MeOH = 10:1) showed the reaction was complete. Water (3 ml) was added, the mixture was extracted with EA (10 × 3), and the organic layer was dried by anhydrous Na_2_SO_4_ and purified by column chromatography (50% petroleum ether in ethyl acetate) to give **3** as a yellow solid (620 mg, 89%). ^1^H NMR (400 MHz, DMSO-d_6_) δ = 1.31 to 1.46 (m, 9 H), 1.90 (d, *J* = 11.32 Hz, 1 H), 3.18 (d, *J* = 9.76 Hz, 1 H), 3.25 (d, *J* = 9.37 Hz, 1 H), 3.29 to 3.40 (m, 1 H), 3.49 (t, *J* = 8.39 Hz, 1 H), 4.39 to 4.54 (m, 1 H), 4.78 (d, *J* = 6.63 Hz, 1 H), 6.49 to 6.63 (m, 1 H), 7.46 to 7.56 (m, 1 H), 8.07 (d, *J* = 5.07 Hz, 1 H). 
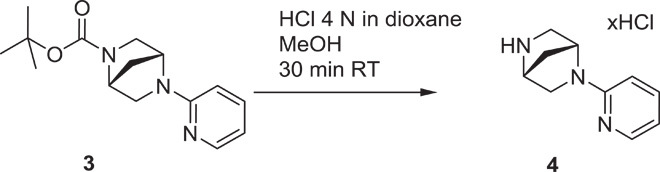
(1*R*,4*R*)-2-(pyridin-2-yl)-2,5-diazabicyclo[2.2.1]heptanes (**4**): To a solution of the starting material **3** (620 mg, 2.25 mmol, 1.0 eq) in methanol (1 ml), 4 N HCl in dioxane (5 ml, 20 mmol, 9 eq) was added. The reaction was homogeneous and slightly yellow in color. The reaction was stirred for 30 min, and LCMS/TLC indicated the consumption of the starting material and a new peak with the correct M + H (=176). The reaction was concentrated to a yellow solid and used without further purification as the HCl salt. LCMS = 90%, *t* = 0.16, mass/charge ratio (*m/z*) = 176.0. 
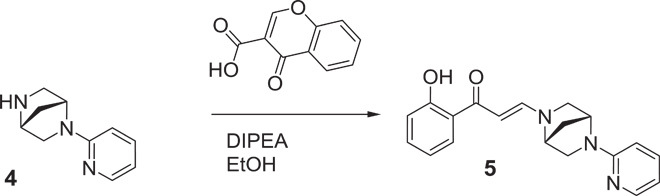
(*E*)-1-(2-hydroxyphenyl)-3-((1*R*,4*R*)-5-(pyridin-2-yl)-2,5-diazabicyclo[2.2.1]heptan-2-yl)prop-2-en-1-one (**5**): To a solution of the starting material amine **4** (477 mg, 2.25 mmol, 1.0 eq) in ethanol (11.3 ml), di-isopropylethylamine (1.98 ml, 11.3 mmol, 5.0 eq) was added. The reaction was stirred and was homogeneous. To the reaction, chromone-3-carboxylic acid (428 mg, 2.25, 1.0 eq) was added. The reaction was stirred at room temperature and followed by LCMS and TLC. The reaction was judged complete after 3 hours, and the reaction was concentrated to an oil residue. The residue was purified via a silica column (80 g, 20% ethyl acetate in heptane to 100% over 10 CV; desired material started eluting at ~80% ethyl acetate and peaked at ~85% ethyl acetate) to provide the desired material as a yellow solid (620 mg, 86%). ^1^H NMR (400 MHz, DMSO-d_6_) δ = 2.02 to 2.12 (m, 2 H), 3.34 to 3.41 (m, 2 H), 3.53 (d, *J* = 11.32 Hz, 1 H), 3.62 (d, *J* = 8.98 Hz, 1 H), 4.80 (s, 1 H), 4.98 (s, 1 H), 5.65 to 5.90 (m, 2 H), 6.50 to 6.66 (m, 2 H), 6.76 to 6.83 (m, 2 H), 7.35 (t, *J* = 7.61 Hz, 1 H), 7.49 to 7.59 (m, 1 H), 7.83 to 7.90 (m, 1 H), 8.10 (d, *J* = 4.68 Hz, 1 H), 8.26 (d, *J* = 12.10 Hz, 1 H); ^1^H NMR (400 MHz, chloroform-d) δ = 2.04 to 2.20 (m, 2 H), 3.35 to 3.55 (m, 3 H), 3.69 (d, *J* = 8.53 Hz, 1 H), 4.44 (br. s., 1 H), 5.08 (br. s., 1 H), 5.71 (d, *J* = 12.05 Hz, 1 H), 6.36 (d, *J* = 8.53 Hz, 1 H), 6.62 to 6.67 (m, 1 H), 6.79 (t, *J* = 7.78 Hz, 1 H), 6.92 (d, *J* = 7.53 Hz, 1 H), 7.34 (t, *J* = 7.03 Hz, 1 H), 7.48 (t, *J* = 8.28 Hz, 1 H), 7.61 (d, *J* = 9.03 Hz, 1 H), 8.09 to 8.20 (m, 2 H), 13.85 (s, 1 H); ^13^C NMR (DMSO-d_6_) δ = 36.9, 54.2, 55.6, 55.9, 63.9, 89.8, 107.2, 112,4, 117.4, 117.9, 119.9, 128.8, 133.8, 137.3, 147.9, 150.4, 156.9, 162.4, 189.9; LCMS = 100%, *t* = 0.60, *m/z* = 322.1; HRMS [M + H] for C_19_H_20_N_3_O_2_, calc., 322.1550, found, 322.1551; [α]^20^ = 120.5° (*c* = 0.22 MeOH).

### Protein crystallization

SMARCA2 construct (UniProt identifier SMCA2_HUMAN P51531-2 fragments 1373 to 1493) was used for the apo and cocrystal structures, and SMARCA4 construct (UniProt identifier SMCA4_ HUMAN P51532-1 fragments 1453 to 1569) was used for crystallographic study with the probe complex. Aliquots of the purified proteins were set up for crystallization using a mosquito crystallization robot (TTP Labtech). Coarse screens were typically set up onto Greiner three-well plates using three different drop ratios of precipitant to protein per condition (200 + 100, 150 + 150, and 100 + 200 nl). All crystallizations were carried out using the sitting drop vapor diffusion method at 4°C. SMARCA2 crystal of the free form was obtained by mixing 100 nl of the protein (21 mg/ml) and 200 nl of the crystallization buffer (15% PEG 6K, 8% ethylene glycol, 0.01 M ZnCl_2_). Crystals of SMARCA2 in complex with PFI-3 (2 mM final concentration) were obtained by mixing 200 nl of the protein (18 mg/ml) and 100 nl of the crystallization buffer (19% PEG 6K, 4% ethylene glycol, 0.01 M ZnCl_2_). Prism-like crystals of SMARCA4 with PFI-3 (3 mM final concentration) were grown by mixing 200 nl of the protein (18 mg/ml) and 100 nl of the crystallization buffer [0.1 M bis-tris propane (pH 7.2), 0.1 M ammonium acetate, 0.1 M ZnCl_2_, 15% PEG smear high].

### Data collection and structure solution

Crystals were cryoprotected using the well solution supplemented with an additional 20% ethylene glycol and were flash-frozen in liquid nitrogen. Data were collected at Diamond Light Source beamline I03 at a wavelength of 0.9763 Å. Indexing and integration were carried out using XDS (*39*), and scaling was performed with AIMLESS (*40*). Initial phases were calculated by molecular replacement with PHASER (*41*) using an ensemble of known bromodomain models (PDB IDs: 2OSS, 2OUO, 2GRC, 2OO1, 3DAI, 3D7C, 3DWY, and 3G0L). Unique and initial solutions were improved in a total of 50 cycles of automated protein chain tracing starting from existing model and computed using ARP/wARP (*42*). COOT was used for further manual building (*43*), and REFMAC5 for refinement against maximum likelihood target (*44*). Thermal motions were analyzed using TLSMD (translation/libration/screw motion determination), and hydrogen atoms were included in late refinement cycles. PRODRG (*45*) was used to generate compound coordinates and cif files. All model validations were carried out using MolProbity (*46*). Data collection and refinement statistics are compiled in table S3.

### Molecular dynamics

Molecular dynamics simulations of apo-PB1(5) and apo-BRD4(1) were based on the solved x-ray crystal structures. The simulation boxes were prepared using AmberTools14 (*47*), whereas molecular dynamics was performed in GROMACS 5.0 (*48*). The Amber ff14SB force filed was used for the proteins, and the TIP3P model was used for water molecules (*49*). All crystallographic water molecules were kept. The proteins were solvated and neutralized with chloride ions in a cubic box with periodic boundary conditions and a minimum distance between the solute and the box of 12 Å. A total of 10,000 energy minimization steps were carried out using a steepest descent algorithm. The system was equilibrated for 100 ps in the NVT and 200 ps in the NPT ensemble. Langevin dynamics was run with a reference temperature of 298.15 K, a time step of 2 fs, and the P-LINCS constraint algorithm (*50*) on atoms covalently bound to hydrogen atoms. The Berendsen weak coupling algorithm was used for NPT equilibration (*51*). Both systems were subsequently simulated for 50 ns in the NPT ensemble, saving coordinates every 0.1 ps, and using the Parrinello-Rahman pressure coupling scheme (*52*). Harmonic position restraints were applied to the solute heavy atoms with a force constant of 10 kcal mol^−1^ Å^−2^. The particle mesh Ewald algorithm was used for electrostatic interactions with a real space cutoff of 12 Å. A switch function between 9 and 10 Å was used for the Van der Waals interactions. The hydration thermodynamic properties of the two binding pockets were investigated using grid inhomogeneous solvation theory as implemented in AmberTools14 (*53*). Interaction energies between waters referred to as w1-4 in the text and the binding pocket residues of PB1(5) and BRD4(1) were analyzed using the python toolkit MDAnalysis (*54*) and the GROMACS tools. Four spherical hydration sites with 1.2-Å radius were defined and centered on the crystallographic water coordinates; for PB1(5), the water positions were taken from the crystal structure PDB-ID:3MB4 after structural alignment. Frames, in which all sites were occupied, forming the crystallographically observed network, were extracted, and the interaction energies between the waters and the binding pocket residues were obtained with *gmx energy*.

### Statistics

In vitro screening data were repeated at least three times, and average values as well as SEM are shown. In FRAP experiments, the fitted recovery curves represent averaged data of at least 10 replicates. The Student’s *t* test was used for comparisons of the mean values with wild-type treated cells and resulted in *P* ≤ 0.0001. qPCR experiments were independently repeated at least three times in triplicate (data in the figure had *P* < 0.05; *P* < 0.001, respectively). RNA-seq data analysis was based on at least 12 million reads for each of the replicates.

## SUPPLEMENTARY MATERIALS

Supplementary material for this article is available at http://advances.sciencemag.org/cgi/content/full/1/10/e1500723/DC1 Fig. S1. Sequence alignment and domain organization. Fig. S2. Acetyl lysine binding site comparisons. Fig. S3. Hydration thermodynamics of structural waters. Fig. S4. DNA intercalation data of PFI-3. Fig. S5. BLI data on the association of BRG1 with PFI-3. Fig. S6. Characterization of the negative control compound. Fig. S7. Stability of PFI-3 in cell culture medium. Fig. S8. Transcription and chromatin modification of Brg1 target genes are affected by PFI-3. Fig. S9. Gene set analysis. Fig. S10. TSC differentiation is affected by inhibition or knockdown of members of the SWI/SNF complex. Table S1. Temperature shift data for SA and PFI-3. Table S2. ITC data for SA and PFI-3. Table S3. Crystallographic data collection and refinement. Table S4. CEREP screening data (GPCRs and enzymes). Table S5. Significantly regulated genes. Table S6. Primers used in ChIP. Table S7. Primers used in qRT-PCR. Table S8. Sequences of used miRNA.

How the deposited data were processed for this re-analysis (not part of the article)

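RNA of mouse TSCs was sequenced by the authors in 4 groups of 7 libraries, described at the start of the TSC results: D0 control (2 libraries), D0 PFI-3 (2), D4 control (1) and D4 PFI-3 (2). The authors' methods name TopHat, EdgeR, Gene-E and HOMER, and the sample records name Bowtie 0.12.2. The deposited tables, one for D0 and one for D4, hold a whole count per RefSeq transcript and library together with the authors' fold change and p-value. The D0 table lists 29691 transcripts and the D4 table 29692, and the D4 table holds 829 empty lines that were dropped. No column of values was left unused.

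The counts were read as deposited, without any rescaling. For each of the 23372 gene symbols, of which 23371 are in both tables, the transcript with the highest mean count was kept. Tpbpa is missing from the D0 table and was tested in the D4 table alone. For 15 symbols the counts are identical to those of another symbol, so their reads cannot be told apart, and none of them is named in the text. Totals per library lie between 17453455 and 22568939 counts over the kept transcripts.

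Low counts were filtered with filterByExpr of edgeR 4.0.16 over the 4 groups, which left 14126 genes. TMM factors, a shared dispersion and edgeR's quasi-likelihood test followed, in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The common biological coefficient of variation was 5.42%. PFI-3 was compared with the control at D0 and at D4, D4 with D0 without and with PFI-3, and the effect of PFI-3 at D4 with that at D0. The paper's text names EdgeR but not its test or threshold. CPM are normalized by TMM, and an SD is that of the libraries of a group. A fold change of a gene at 0 in a whole group is a lower bound computed with 3 counts over that group.

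27 gene lists were written down. The 24 with at least 5 tested members were compared with the other genes by camera of limma 3.58.1. Camera was run at a preset correlation of 0.01 and at an estimated one, and the lists were also tested by fry. For some lists the estimated correlation lay below the preset one, so a larger adjusted p with it does not always reflect correlation between genes. The lists cover TSC stemness, trophoblast giant cells, spongiotrophoblast and glycogen cells, labyrinth and syncytiotrophoblast, placental prolactins, placental cathepsins, pregnancy-specific glycoproteins and Ceacam, BAF subunits, insulin signaling, mRNA processing, FGF and ERK targets, mitosis, DNA replication, cholesterol synthesis, hypoxia and glycolysis, the unfolded protein and integrated stress response, NRF2 and AhR targets, p53 targets, the interferon response, imprinted genes, markers of fibroblasts, ESC and epiblast, primitive endoderm, and macrophages and blood, mitochondrially encoded genes, the qRT-PCR reference genes and the genes the paper names in TSCs. The gene sets behind fig. S9 were not used.

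The text names the genes the paper names in TSCs and the qRT-PCR reference genes, up to 10 genes with the largest rise and 10 with the largest fall per comparison (adjusted p under 0.05, a mean of at least 50 counts in the higher group, no overlap between the libraries of the groups), and up to 4 genes with the smallest p from each list. The genes at 0 in the D4 control, Cyp51 and Phlda2 as contrasts between days, and Col1a1, Col1a2 and Col3a1 were picked out beyond that after their values were seen.

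The test was checked on simulated data: of genes simulated with a 2-fold change, 83.6% were recovered at D0 and 80.6% at D4, and of those with a 1.5-fold change 64.2% and 65.7%, with 9 false calls among 14126 genes in which 200 were changed. Far more genes are called in the data. Every simulated library, also the single D4 control, was drawn with the fitted spread. The simulation therefore cannot show how many D4 calls are false if that control stands apart. The spread between replicates exceeded counting noise, with a chi-square per degree of freedom of 3.36 between the D0 control libraries, 4.40 between the D0 PFI-3 libraries and 7.79 between the D4 PFI-3 libraries, against 37.2 between a D0 control and a D0 PFI-3 library.

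The alternatives were DESeq2 1.42.0, RLE factors, library size alone, scaling by the geometric mean of Gapdh, Hprt and Ppia, other filters on low counts, the classic exact test, a fit of only the groups compared, stricter thresholds, leaving out each replicated library, other tests of the lists and, chosen after the data were seen, scaling by Hprt and another transcript per gene. Gene coordinates are from GENCODE on GRCm38. Tables of paper values were written with Python 3.11.15 and figures were drawn with matplotlib 3.10.9.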

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

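Of the tests in this part, those of collagens, of depth and of the D4 control as sources of the fibroblast marker difference and of the D4 control as the source of the interferon difference were chosen after the result was seen.

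The effect of PFI-3 differed between D4 and D0 for 5488 genes (2512 more positive at D4 and 2976 more negative) by edgeR's quasi-likelihood test of the difference itself. Among named genes, the difference (D4 minus D0, log2) was -3.50 for Phlda2, -3.45 for Rsad2, -1.53 for Smarca2 and 2.37 for Cyp51. For mRNA processing the median difference was 0.24, with 63 genes more positive and 6 more negative (camera, adjusted p = 2.64e-07, and adjusted p = 0.256 with an estimated correlation). The counts were 4 and 52 when scaled by the 3 reference genes. That scaling left 7.93% of all calls of this difference more positive. In camera the direction of the list against the other genes stayed up, without passing. For cholesterol synthesis it was 1.16, with 21 genes more positive and 0 more negative, but 0.57 with 13 and 0 when scaled by the 3 reference genes (camera, adjusted p = 7.22e-18, and adjusted p = 0.256 with an estimated correlation). Each of these differences involves the single D4 control library.

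The paper does not discuss the following results. Prl2b1, a placental prolactin, was at least 87.7-fold higher with PFI-3 at D0, with 229 counts against 0. Bgn, which encodes a matrix proteoglycan, was at least 39.1-fold higher with PFI-3 at D4, with 280 counts against 0 in the single control. In the labyrinth and syncytiotrophoblast list 11 genes were higher at D0, and in the interferon list 19 genes were lower at D4. In the D4 control 20 genes held 0 counts that held at least 10 in every other library, among them Apoe, Bgn, Lox and Thy1, and D4 PFI-3 2 held 1 such gene.

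Of 20 interferon response genes, 12 were lower and 2 higher with PFI-3 at D0 (camera, adjusted p = 1.89e-05, and adjusted p = 0.170 with an estimated correlation), and 19 were lower and 0 higher at D4 (camera, adjusted p = 2.34e-37, and adjusted p = 0.0782 with an estimated correlation). The fall of 12 genes at D0 does not involve the D4 control. A trend with GC content or transcript length, tested on 19 of the 20 genes, left the median at D4 at -1.73 once removed, which argues against it. One hypothesis is that at D4 the single control library stands apart: 19 of the genes were higher in D4 PFI-3 than in D0 PFI-3, so that a smaller rise with PFI-3 and an unusually large rise in 1 control culture cannot be told apart. The hypothesis of a PFI-3 effect on these genes stays open at D4.

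Of 17 fibroblast marker genes, 11 were higher with PFI-3 at D4 and 0 lower (camera, adjusted p = 8.88e-05, and adjusted p = 0.271 with an estimated correlation). The hypothesis of carried-over fibroblasts stays open: the summed rise of Col1a1, Col1a2 and Col3a1 (7.39 CPM) was 19% of that of Postn (38.8), but no library of fibroblasts gives the profile to hold this against. Lower depth in the D4 control is argued against, since all 17 markers tested would be expected at a median of 39.0 counts there and held a median of 7. Another hypothesis, that the D4 control itself stands apart, stays open: its median over the 17 markers was 0.403 CPM against 3.2 in the D0 control, 1.93 in D0 PFI-3 and 2.26 in D4 PFI-3, and with 1 culture this and an effect of PFI-3 cannot be told apart.

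Across genes, which are not independent replicates, the effect of PFI-3 at D0 ran along differentiation without PFI-3 (Pearson r = 0.47, against 0.316 to 0.411 in 20 simulations of unchanged groups that share the same controls) and the effect at D4 ran against it (r = -0.51, closer to 0 than the simulated -0.757 to -0.701). The covariances of 0.614 (simulated 0.0237 to 0.0308) and -1.08 (simulated -0.0876 to -0.0651) were 19.9 and 12.4 times the most extreme simulated ones. The simulations take the D4 control to vary like the other libraries. Only for D0, where r was 0.43 and 0.411 with separate control libraries, do the tables argue against spread between control libraries as the whole cause. The D0 controls may share a culture, so a deviation common to them would enter both sides of this split. With differentiation measured from D0 PFI-3 to D4 PFI-3, r was 0.286 and 0.274, with the D0 PFI-3 libraries separate. That differentiation holds no control, and the D0 effect ran along it as well. No prediction was written beforehand for the splits at D0. Removing a trend with GC content and transcript length left r at 0.478 and -0.51, which argues against that trend. The negative relation at D4 goes with the hypothesis of a deviation of the D4 control library unrelated to differentiation, since with differentiation measured from PFI-3 libraries alone, each from another D4 library than the effect, r was 0.186 and 0.189. An effect of PFI-3 common to both D4 PFI-3 libraries would raise these values too, so that a PFI-3 effect against differentiation stays open.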

How the results depend on the processing

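Scaling by Hprt and the choice of another transcript per gene were added after the data were seen. No paired analysis was possible because the D0 count columns carry no replicate number and the D4 control has 1 library, so the planned replicate block was not run. The D4 control could not be left out. Where a left-out library leaves a group with 1, that library is assumed to vary like the other groups.

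Of 143 results for single genes, 139 kept their direction and side of the threshold with DESeq2 and 142 with RLE factors, and 125 of 137 did when scaled by the 3 reference genes. Counts of changed genes lay within 1.5 times those reported under every alternative except these. A change of at least 2-fold left 803 genes at D0, 1826 at D4, 3751 and 2788 for differentiation without and with PFI-3, 1747 for the difference between the days and 255 in the overlap, and an adjusted p under 0.01 left 3195 at D0 and 1226 in the overlap. Fewer genes pass by construction. The overlap in the same direction fell from 1935 to 1114 when scaled by the 3 reference genes. Leaving out 1 library gave 2878 to 5939 genes at D0 (4812 with all), 6436 to 7016 at D4 (6865), 8042 to 9500 for differentiation without PFI-3 (9009), 7114 to 8363 with it (8482), 4469 to 6127 for the difference between the days (5488) and 1233 to 2379 in the overlap. At D0 it gave 3138 without D0 control A, 3213 without D0 control B, 2997 without D0 PFI-3 A and 2878 without D0 PFI-3 B, where fewer libraries enter. With an estimated correlation camera called 0, 0, 7, 6 and 0 lists, in the order of these comparisons, in place of 17, 9, 17, 15 and 13, and leaving out 1 library gave 16 to 17, 9 to 10, 17, 15 to 16 and 12 to 14.

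These values of single genes changed sign, and the cause was not tested. Scaled by the 3 reference genes, Smarca4 was at 0.0026 at D0 and 0.50 for differentiation without PFI-3, Eomes at -0.47 at D4 and -0.39 for the difference between the days, and Pbrm1 at -0.34 at D4. Scaled by Hprt, Eomes was at -0.28, Pbrm1 at -0.14 and Ppia at -0.16 at D4, and Pbrm1 at -0.14 for differentiation. With library size alone, Pbrm1 was at -0.017 for differentiation. Leaving out 1 library, Smarca4 at D0 ranged from -0.092 (without D0 control B) to 0.0072 (without D0 control A), Ppia at D4 from -0.13 (without D4 PFI-3 1) to 0.42 (without D4 PFI-3 2) and, for the difference between the days, Pbrm1 from -0.21 (without D4 PFI-3 1) to 0.092 (without D4 PFI-3 2) and Prl3d1 from -0.28 (without D0 PFI-3 A) to 0.089 (without D0 PFI-3 B). For the difference between the days, scaling by the 3 reference genes left 7.93% of calls more positive and scaling by Hprt 27.6%, against 45.8%, and moved the median log2 value of all genes by -0.58 and -0.18. Library size alone moved the median for differentiation without PFI-3 by -0.10.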

Differences from the paper's values

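Of the tests in this part, only scaling by Hprt was chosen after the counts were seen. A fold is taken to differ where it lies more than 1 SE and more than 1.5 times from the paper's value, and a log2 value where it lies more than 1 SE from it. The values compared with Fig. 4D are from sequencing, and those of the paper are from qRT-PCR normalized to Gapdh, Hprt and Ppia.

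For Prl3d1 at D4, the paper's log2 fold change is about 3.2 in Fig. 4C, read by eye, and the value here is 0.61. The paper's fold of Prl3d1 with PFI-3 at D4 is about 5.6 in Fig. 4D, read by eye, against 1.53 here, and its fold from D0 to D4 in the control about 11 in Fig. 4D, read by eye, against 2.25. None of the alternatives set before the data were examined brings these values within that range. The log2 fold change of Tpbpa, about 5.3 in Fig. 4C, read by eye, did not differ from the one found here, but does from the 4.77 when scaled by the 3 reference genes.

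For Tpbpa with PFI-3 at D4, the paper's fold is about 13 in Fig. 4D, read by eye, against 39.3 here. For Eomes, the paper's level in the D4 control relative to the D0 control is about 0.07 in Fig. 4D, read by eye, against 0.0292 here. None of the alternatives set before the data were examined brings either value within that range.

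For Brm, the paper's fold with PFI-3 at D0 is about 0.55 in Fig. 4D, read by eye, against 1.47 here, and none of the alternatives set before the data were examined brings it within that range. Its fold from D0 to D4 in the control is about 8.6 in Fig. 4D, read by eye, against 4.34 here. Scaling by the 3 reference genes gives 6.89, within 1.5 times of the paper's value, and no other alternative of those does. At D4 its fold with PFI-3, about 0.59 in Fig. 4D, read by eye, did not differ from the 0.508 found here, but does from the 0.351 when scaled by the 3 reference genes. The same holds for Brg1 at D4, about 1.2 in Fig. 4D, read by eye, against 0.874 here and 0.604 when scaled so. For Pbrm1, the paper's fold with PFI-3 is about 0.72 at D0 in Fig. 4D, read by eye, against 1.18 here, with none of these alternatives within that range. At D4 it is about 0.69 in Fig. 4D, read by eye, against 1.14 here. Scaling by the 3 reference genes gives 0.788 and leaving out D4 PFI-3 1 gives 1.02, each within 1.5 times of the paper's value, though 1.02 is no fall, and no other alternative of those does.

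The paper states that Brm and Pbrm1 were unaffected by the inhibitor. Here Smarca2, the gene of Brm, had an adjusted p = 1.90e-04 at D0 and 2.09e-07 at D4, and Pbrm1 an adjusted p = 0.0201 at D0, from edgeR's quasi-likelihood test. The D4 value rests on 1 control library. Pbrm1 at D0 did not pass when scaled by the 3 reference genes (adjusted p = 0.0607 in edgeR) or by Hprt (0.728), or without D0 control A (0.16), D0 PFI-3 A (0.151) or D0 PFI-3 B (0.119). Smarca4, the gene of Brg1, passed at D4 in edgeR with an adjusted p = 0.0270, but not with DESeq2 (0.0511), with the D4 libraries alone (0.122) or without D0 PFI-3 A (0.0539) or B (0.0578), and it did not pass at D0 (0.601). In edgeR, Eomes, which the paper also calls unaffected, did not pass at D4 (adjusted p = 0.773) or, with all libraries, at D0 (0.121), but passed at D0 with the D0 libraries alone (0.0293) and without D4 PFI-3 1 (0.0349) or D4 PFI-3 2 (0.0349). The paper names insulin signaling as the leading pathway at D0. Here its list had an adjusted p = 0.272 in camera at D0, with 19 of its 89 genes higher and 22 lower. At D0, 17 other lists passed camera at the preset correlation and 0 with an estimated one. They include the genes the paper names in TSCs, a list taken from the report on these same samples. Over all 14126 genes, 2467 were higher and 2345 lower. Camera tests for a shift in a shared direction, so it cannot show whether more genes of a list changed when they go both ways. Fisher's exact test for more called genes than elsewhere gave insulin signaling an adjusted p = 0.402 for higher and 0.0729 for lower genes at D0. At D4 the paper names mRNA processing, whose list passed camera here with an adjusted p = 6.33e-04 (adjusted p = 0.451 with an estimated correlation). Of its genes 68 were higher and 16 lower, but 6 and 73 when scaled by the 3 reference genes and 12 and 29 when scaled by Hprt. Those scalings left 11.5% and 18.7% of all D4 calls higher, and in camera the direction of the list stayed up, without passing. The smallest adjusted p in camera at D4 was that of the interferon list, 2.34e-37 (adjusted p = 0.0782 with an estimated correlation). The gene sets differ from those the paper tested, and so does the tool, since the paper used WebGestalt.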

Other observations

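The comparison of deposited with recomputed fold changes and scaling by Hprt were chosen after values were seen.

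Targets of NRF2 and AhR, which act against oxidative and chemical stress, were more often higher than lower, with 9 higher and 1 lower of 13 on each day (10 and 2 at D0 and 9 and 1 at D4 when adjusted over the list alone). Scaled by the 3 reference genes the counts at D4 were 4 and 1, and scaled by Hprt 5 and 1. Srxn1, which restores oxidized peroxiredoxins, rose by 1.49 at D0 and 1.77 at D4 on the log2 scale. In camera the list had an adjusted p = 1.16e-05 at D0 (adjusted p = 0.203 with an estimated correlation) and 1.73e-04 at D4 (adjusted p = 0.384 with an estimated correlation). Genes of the unfolded protein and integrated stress response were more often lower than higher, with 3 higher and 11 lower of 23 at D0 (3 and 12 when adjusted over the list alone, and 3 and 7 when scaled by the 3 reference genes). At D4 there were 5 higher and 13 lower, also when adjusted over the list alone (0 and 16 when scaled by the 3 reference genes, and 0 and 14 when scaled by Hprt). Trib3, a pseudokinase gene of that response, fell at D4 (log2 fold change -1.81). In camera the list had an adjusted p = 0.0116 at D0 (adjusted p = 0.170 with an estimated correlation) and 0.00230 at D4 (adjusted p = 0.271 with an estimated correlation). Of 31 DNA replication genes, 1 was higher and 18 were lower at D0 (1 and 20 when adjusted over the list alone). The counts at D0 were 1 and 6 when scaled by the 3 reference genes and 0 and 20 when scaled by Hprt. Under these scalings the list stayed lower in camera (adjusted p = 0.00156 and 2.97e-04). In camera at D0 that list had an adjusted p = 1.51e-04 (adjusted p = 0.270 with an estimated correlation). At D4, 2 were higher and 14 lower (3 and 14 when adjusted over the list alone, 0 and 27 when scaled by the 3 reference genes, and 1 and 19 when scaled by Hprt). The list did not pass camera at D4 (adjusted p = 0.0931), though it did at the preset correlation under both scalings. Of 27 genes of hypoxia and glycolysis, 4 were higher and 16 lower at D0 (4 and 17 when adjusted over the list alone; camera, adjusted p = 0.00129, and adjusted p = 0.399 with an estimated correlation). At D4 14 of them were higher and 6 lower (15 and 7 when adjusted over the list alone), but 4 and 12 when scaled by the 3 reference genes and 4 and 11 when scaled by Hprt (camera, adjusted p = 0.593). Of 18 targets of p53, 10 were higher and 1 was lower at D0 (10 and 2 when adjusted over the list alone), but 2 and 1 when scaled by Hprt (camera, adjusted p = 0.0118, and adjusted p = 0.170 with an estimated correlation), and 4 were higher and 5 lower at D4, or 1 and 12 when scaled by the 3 reference genes (camera, adjusted p = 0.978).

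In the single D4 control, all 20 interferon response genes were higher than in the D0 control, also when adjusted over the list alone, among them Rsad2 by 6.60, Usp18 by 4.80 and Stat1 by 3.47 on the log2 scale (camera, adjusted p = 1.29e-41, and adjusted p = 0.0418 with an estimated correlation). Their median log2 fold change was 3.42, against 2.17 from D0 PFI-3 to D4 PFI-3, and whether 1 control culture rose unusually is left open. Of 24 cholesterol synthesis genes, 1 was higher and 21 lower at D4 (1 and 22 when adjusted over the list alone), with Srebf2, the regulator of the pathway, at -1.43 and the synthesis enzyme gene Dhcr24 at -2.20 (camera, adjusted p = 1.50e-08, and adjusted p = 0.293 with an estimated correlation). The direction of neither list turns when scaled by the 3 reference genes or by Hprt. Phlda2 rose by 5.21 with differentiation, and by 2.05 with PFI-3 at D0, but fell with PFI-3 at D4 (-1.45).

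At D0, the lists of other cell types and that of the pregnancy-specific glycoproteins and Ceacam genes did not pass camera. The ESC and epiblast markers had 3 higher and 5 lower of 9 (4 and 5 when adjusted over the list alone; camera, adjusted p = 0.508). Also when adjusted over the list alone, the primitive endoderm markers had 2 higher and 2 lower of 8 (adjusted p = 0.398 in camera), the fibroblast markers 3 higher and 8 lower of 17 (adjusted p = 0.414 in camera) and the pregnancy-specific glycoproteins and Ceacam genes 2 higher and 2 lower of 10 (adjusted p = 0.895 in camera). Of the 6 measured genes the paper names in TSCs, 4 were higher and 0 lower, also when adjusted over the list alone (adjusted p = 0.0244 in camera, adjusted p = 0.231 with an estimated correlation, and 0.0543 without D4 PFI-3 2). At D4, 2 of them were higher and 2 lower, also when adjusted over the list alone (adjusted p = 0.985 in camera). Tpbpa, which the paper also names, is not among the 6, since it has no entry in the D0 table. The paper reports these same samples and names Prl3d1 and Prl7d1 for their rise with PFI-3. The test of this list at D0 is therefore no independent support. The lists of macrophage and blood markers (4 genes measured), qRT-PCR reference genes (3) and mitochondrially encoded genes (0) were too small to test.

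The authors' deposited p-values, adjusted over the 14126 genes tested here, call 6372 genes at D0 and 6234 at D4. Of the genes called here, 4811 at D0 and 5994 at D4 are among them in the same direction and 0 in the opposite one.

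Fold changes recomputed from the counts with edgeR's exact test match the authors' deposited ones at D4, with a median difference of 9.76e-06 on the log2 scale over 14016 transcripts with a mean of more than 100 counts. The only ones apart by more than 0.3 are both Prl3d1 transcripts, and the largest difference of any other is 6.95e-05. For Prl3d1, the authors' deposited folds are 2.197 and 2.199, and the counts beside them give 1.535 and 1.539. The authors' deposited p-values for these transcripts, 1.95e-05 and 1.9e-05, lie close to 1.88e-05 and 1.74e-05 from the counts. At D0 the deposited folds of Prl3d1 are 1.55 and 1.56 against 1.63 and 1.73 from the counts, where the median difference over 14324 transcripts is 0.00355 and the largest of any other is 0.0928. The tables do not show how this arose.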
